# Hypermethylation and reduced expression of *Gtl2*, *Rian* and *Mirg* at the *Dlk1-Dio3* imprinted locus as a marker for poor developmental potential of mouse embryonic stem cells

**DOI:** 10.1016/j.scr.2020.101931

**Published:** 2020-10

**Authors:** Maria Schacker, Yi-Han Cheng, Melanie Eckersley-Maslin, Richard Michael Snaith, William Henry Colledge

**Keywords:** Embryonic stem cells, Epigenomics, Gene expression, Embryonic development, Methylation, Imprinting

## Abstract

Mouse embryonic stem cells (ESCs) have played a crucial role in biomedical research where they can be used to elucidate gene function through the generation of genetically modified mice. A critical requirement for the success of this technology is the ability of ESCs to contribute to viable chimaeras with germ-line transmission of the genetically modified allele. We have identified several ESC clones that cause embryonic death of chimaeras at mid to late gestation stages. These clones had a normal karyotype, were pathogen free and their *in vitro* differentiation potential was not compromised. Chimaeric embryos developed normally up to E13.5 but showed a significant decrease in embryo survival by E17.5 with frequent haemorrhaging. We investigated the relationship between the ESCs transcriptional and epigenomic state and their ability to contribute to viable chimaeras. RNA sequencing identified four genes (*Gtl2, Rian, Mirg* and *Rtl1as*) located in the *Dlk1-Dio3* imprinted locus that were expressed at lower levels in the compromised ESC clones and this was confirmed by qRT-PCR. Bisulphite sequencing analysis showed significant hypermethylation at the *Dlk1-Dio3* imprinted locus with no consistent differences in methylation patterns at other imprinted loci. Treatment of the compromised ESCs with 5-azacytidine reactivated stable expression of *Gtl2* and rescued the lethal phenotype but only gave low level chimaeras.

## Highlights

• Reduced expression of *Gtl2*, *Rian* and *Mirg* in ES cells compromised survival of chimaeric fetuses.
• Reduced expression of *Gtl2*, *Rian* and *Mirg* was associated with hypermethylation.
• Compromised ES cells can be identified and eliminated from experiments to reduce animal use.

## 1 Introduction

Mouse embryonic stem cells (ESCs) have been a powerful tool to study mammalian gene function *in vivo*. ESCs can be used to recapitulate and study developmental mechanisms and diseases *in vivo* due to their ability to differentiate into cells of the three embryonic germ layers and contribute to all tissues of the developing embryo (Bradley et al., 1984). ESCs can be genetically manipulated in culture and injected into wild-type blastocysts where they combine with the inner cell mass to produce chimaeric offspring with potential germline transmission of the genetic alteration (Thompson et al., 1989). This method has been widely used to produce gene-targeted mice to study the role and function of the gene of interest. While CRISPR-Cas9-mediated gene editing in zygotes is increasingly used to generate transgenic mice, ESCs still have a role to play by allowing screening in culture to identify complex gene modifications that may be too inefficient or complex for zygote manipulation and to eliminate the need to generate many founder mice. In addition, there is a considerable pre-existing resource of gene targeted ESCs that have been produced by the Gene Targetting Consortium that have not yet been converted into mice.

During culture however, some ESC lines lose their ability to give rise to high contribution chimaeras. It is known that factors such as an abnormal karyotype can have an effect on whether or not cells contribute to the developing embryo (Longo et al., 1997). However, sometimes ESCs contribute to the inner cell mass but the developing embryo dies at a later stage during gestation for no obvious reason. We have identified a number of such ESC clones with compromised developmental potential and investigated the potential existence of a genetic or epigenetic marker common to all these ESC clones that could serve as a predictor for the developmental potency of ESCs.

It has been shown that iPSCs that fail to give rise to viable high percentage chimaeras do not express the maternally expressed, imprinted genes *Gtl2*, *Rian* and *Mirg*, all located in the *Dlk1-Dio3* imprinted locus on chromosome 12 (Stadtfeld et al., 2010). Here we show that in mouse ESCs, there is also a relationship between the expression levels of the maternally expressed genes from the *Dlk1-Dio3* imprinted locus and the ability of the ESCs to contribute to viable chimaeras.

## 2 Materials and methods

### 2.1 ESC clones

All the ESCs used in this study are sub-clones from the parental male ES cell line ESC(Ctrl)1, which was derived from blastocysts from a C57BL/6JOlaHsd female × 129S6/NTac male cross. This means that the X-chromosome present in all the ESCs is derived from C57BL/6JOla Hsd mice. All other ESCs (ESC(Ctrl)2–7 and ESC(Comp)1–7) in this study have come from a sequential gene targeting project (unpublished data), meaning that multiple site-specific mutations (none of which are known to be implicated in or necessary for embryonic development) were introduced into the cells. All the ESC clones are therefore sub-clones that have gone through between 4 and 6 sequential gene targeting steps starting from the ESC(Ctrl)1 parental cell line.

### 2.2 Mouse ESC culture

ESCs were cultured on mitotically inactivated mouse embryonic fibroblasts (MEFs) in standard ESC medium (DMEM (Invitrogen) with 15% FCS (PAN Biotech), 4 mM GlutaMax (Gibco), 1X non essential amino acids (Gibco), 20 mM Hepes buffer (Gibco), 0.1 mM β-mercaptoethanol (Gibco), 1.5 × 10^3^ U/ml LIF (Millipore) in a 37 °C humidified incubator with 5% CO_2_. When 70–80% confluent, the cells were passaged. The ESCs did not exceed passage 20. For *Gtl2* rescue experiments, ESCs were cultured feeder-free on gelatin-coated plates in 2i (Ying et al., 2008) media (with Vitamin A) or EPSC media (Yang et al., 2017), or on MEFs in standard ESC media supplemented with 0.5 μM 5-azacytidine for 48 h. Longer incubation in 5-azacytidine resulted in cell death.

### 2.3 Cell labelling

ESCs were treated with trypsin and plated at a density of 5 × 10^6^ cells per 10 cm MEF plate 24 h prior to the transfection. The vectors were used at the concentration of 2 ng of pPBCAG-Venus-IP and pPBCAG-H2BtdTomato-IH and 1 ng of CAGG-PBase (pCyL43) per 5x10^6^ cells. All vectors were kindly supplied by Professor Azim Surani (The Gurdon Institute, University of Cambridge). Nucleofection was carried out using the Mouse ES Cell Nucleofector Kit (Lonza). 5 × 10^6^ cells were re-suspended in 90 ul Mouse ES Nucleofector Solution and mixed with the targeting vectors, which were diluted in 10 ul Mouse ES Nucleofector Solution. The cells were nucleofected using the A-013 program and then seeded onto MEF plates at 5 × 10^6^ cells per plate. After 24 h without selection, the medium was replaced with fresh ESC medium containing the appropriate selection agent (1.75 ug/ml Puromycin or 150 ug/ml Hygromycin). Cells were selected for 9 days with the medium changed every 1–2 days.

### 2.4 RNA sequencing

#### 2.4.1 Sample preparation

RNA was extracted from three biological replicates of the original ESC clones (ESC(Ctrl)1–3 and ESC(Comp)1–4) that were found to have different developmental potential after blastocyst injections and analysis of chimaeras. Cells were passaged twice after thawing to remove feeder cells before RNA extraction. The ESCs used for RNA sequencing were of low passages (p5 – p8).

#### 2.4.2 RNA-seq library preparation and sequencing

Library preparation was performed using the Illumina TruSeqHT kit according to the manufacturer’s protocol. Single-end sequencing was performed and each sample was sequenced in four lanes on a NextSeq500 (Illumina) instrument in the same High-Output 75 cycle single-end sequencing run. Sequencing depth was approximately 10 M reads per sample. Library preparation and sequencing was performed by the Cambridge Genomics Service (Department of Pathology, University of Cambridge, UK).

#### 2.4.3 Data analysis

The RNAseq data has been deposited on the NCBI Gene Expression Omnibus database (accession number GSE149628). Mapping of sequence reads and statistical analysis was performed using the free bioinformatics platform Galaxy (www.usegalaxy.org/).

After concatenating the sequencing output files from the four lanes for each sample, the quality of sequenced reads was assessed with FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc/) to analyse basic statistics such as per base sequence quality, per sequence quality scores, per base sequence content, sequence length distribution, Kmer content and adapter content. Reads were trimmed using Fastx Trimmer by 8 and 4 bases at the start and end of each read respectively to improve quality. TopHat2 Version 0.9 with default settings was used to align reads to the mouse genome (GRCm38/mm10). Reads that mapped uniquely were used for downstream analysis. htseq-count Version 0.6.1galaxy1 was applied to count the number of reads mapping to each gene. Intersection-strict mode was chosen to exclude reads that overlap more than one gene or reads that do not intersect a given gene with each read position. The Gencode release M7 was used to annotate the genome. Differential expression analysis was subsequently performed with DESeq2 Version 2.1.8.3 which uses a negative binomial distribution and a mean dependent local regression model. Results were considered significant where the P-value was <0.05.

The web based Database for Annotation, Visualization and Integrated Discovery (DAVID) Functional Annotation Tool (https://david.ncifcrf.gov/summary.jsp) was used to perform functional annotations of the list of significantly up- and downregulated genes. Gene ontology (GO) term (biological processes) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment as well as UniProt tissue term over-representation were analysed.

### 2.5 Methylation analysis (Eckersley-Maslin et al., 2016)

#### 2.5.1 Sample and library preparation

DNA methylation of imprinted regions was analysed using the IMPLICON method (Klobučar et al., 2020) Genomic DNA (gDNA) was extracted from three biological replicates of the original seven ESC clones used for RNAseq analysis plus an additional seven clones (ESC(Ctrl)1–7 and ESC(Comp)1–7). Cells were passaged twice after thawing before gDNA extraction to remove the feeder cells. The ESCs used for methylation analysis were of low passages (p5 - p8). 1 ug of DNA was bisulfite converted using the EZ DNA Methylation Kit (Zymo Research, D5020), according to the manufacturer’s instructions. Samples were eluted in 66 ul elution buffer to get a concentration of 15 ng/ul. For each sample, each imprinted region was amplified in a separate PCR reaction and then pooled. 1.5X AMPure beads were used for PCR clean up. In a second PCR reaction, barcoded adapters were attached to the samples for sequencing. 1X AMPure beads were used for PCR clean up. Libraries were sequenced as paired-end 150 bp reads on a MiSeq Instrument. 10% PhIX spike-in was included due to the low-complexity libraries. Primer sequences available on request (unpublished methods).

#### 2.5.2 Methylation data analysis

In brief, poor quality base calls and adapters were trimmed. Using Bismark (www.bioinformatics.babraham.ac.uk/projects/bismark/) the sequences were subsequently aligned to the mouse genome (GRCm38/mm10) and deduplication was performed to remove PCR bias. Methylation data were quantified using Seqmonk (www.bioinformatics.babraham.ac.uk/projects/seqmonk/) and probes were defined for every CpG that was included in the amplicons. Percentage methylation was calculated for each of the probes that had at least 30 reads. The overall percentage methylation for each imprinted region was calculated as the mean of individual CpG sites. For CpG methylation levels, a homoscedastic two-tailed *t*-test was used to determine significance between at least 3 biological replicates for each sample. Results were considered significant where the P-value was < 0.05.

### 2.6 qPCR gene expression analysis

Quantitative PCR (qPCR) was performed using qPCRBIO SyGreen Mix Lo-ROX (PCR Biosystems) on the 7500 Fast Real-Time PCR System (Applied Biosystems). Components of the reaction mix and thermal cycling conditions are outlined in Supplementary Table S1. All primers were designed using the NCBI Primer-Blast tool and are listed in Supplementary Table S2. The amplification efficiency of primer pairs was assessed using serial dilutions to generate a standard curve. Relative fold-changes were calculated using the delta-delta-C_t_ method (Livak and Schmittgen, 2001). Appropriate statistical analyses were performed using GraphPad Prism and results were considered significant where the P-value was <0.05.

### 2.7 Blastocyst injections

#### 2.7.1 Animals

Timed matings of C57BL/6NCrl mice (Charles River, UK) were set up to provide blastocysts at 3.5 dpc (days post coitum) for ESC injections. 2.5 dpc pseudopregnant F1 females (C57BL/6 × CBA) for embryo transfer were derived by mating with vasectomised males. Experimental procedures involving mice were performed under the authority of a United Kingdom Home Office Project License and approved by the Cambridge University Biomedical Services Local Ethics Committee.

#### 2.7.2 ESC injections and embryo transfers

ESC medium was replaced on the cells 1–2 h prior to the injections. The cells were then trypsinised and resuspended in a small volume of ESC media. Using a Leitz Micromanipulator, 10–12 ESCs were injected into each blastocyst. After 2–3 h of recovery to give them time to re-expand, the injected blastocysts were transferred into the 2.5 dpc pseudopregnant F1 female recipients using a NSET (non surgical embryo transfer) device (Green et al., 2009).

#### 2.7.3 Analysis of chimaeras

In the first instance, pregnant females were weighed at gestational days e10.5, e13.5, e15.5. and e17.5 to monitor pregnancy status. Chimaerism of pups born was assessed by coat colour. Later, pregnant females were sacrificed by dislocation of the neck at e13.5 or e17.5 to define the embryonic phenotype. The embryos were imaged using both the Zeiss SteREO Discover.V8 Stereomicroscope and the Leica M205 FA fluorescence microscope with a DFC7000T camera. To analyse ESC contribution, the grey-scale images of e17.5 chimaeric (fluorescent) embryos were analysed in ImageJ. Their outline was drawn and the mean grey value of the defined area was measured.

#### 2.7.4 Histology

Embryonic tissues were fixed in 4% paraformaldehyde (PFA) in buffered saline for 5 h and processed for histological sectioning in wax blocks. Tissue sections were cut at 7–8 um using a microtome, mounted on glass slides and stained with haematoxylin and eosin. Slides were imaged using a NanoZoomer digital slide scanner and images were analysed using the NDP.view2 software. Measurements of vessel diameters (of both intact and disrupted vessels) were performed blinded and the Mann-Whitney *U* test was performed to compare vessel diameter between the two groups.

## 3 Results

### 3.1 Compromised ESCs cause late gestation embryonic lethality

Several ESC clones with compromised developmental potential were identified during a sequential gene targeting project. These ESC clones failed to give rise to viable chimaeras when injected into E3.5 blastocyst stage embryos. It can be assumed, that the gene-targeting event per se is not the cause of the phenotype in these clones, because the targeted genes are not involved in embryonic development and do not alter the developmental potential of the ESCs as shown by genetically equivalent targeted clones not being compromised. Specifically, for each gene targeting event, a large number of ESC clones were selected, and, of those, several ESC clones were selected for blastocyst injections. Typically, all selected clones give rise to high-percentage chimaeras. However, all of the compromised ESC clones (from this point onwards referred to as ESC (Comp) cells) used in this study repeatedly failed to give rise to viable chimaeras (Table 1) despite their sister-clones with the same targetted alteration producing large numbers of high-percentage chimaeras (unpublished data). Here, we have investigated the route cause for the compromised developmental potency of the ESC(Comp) clones. The ESCs were all male (XY), had a normal karyotype and were negative for pathogens (data not shown). To exclude the possibility that the blastocysts had simply not implanted into the uterus of the pseudopregnant recipient females, these were routinely weighed to monitor their pregnancy. Most females gained weight but then lost it during the second half of gestation, suggesting that they were pregnant but that the embryos died late in pregnancy. In comparison, high percentage chimaeras were obtained from all of the control cell clones (hereafter referred to as ESC(Ctrl) cells; Table 1). All cell clones used in this study are sub-clones of the same parental wild type (C57BL/6JOlaHsd × 129S6/NTac F1) ESC line, ESC(Ctrl) 1.

**Table 1:** Blastocyst injection data for ESC clones.

Cell line	Number of pups	Number of chimaeric Pups (%)
ESC(Ctrl) 1	Not applicable – parental ESC line used to derive all other targetted clones	Not applicable
ESC(Ctrl) 2	8	5 (62.5)
ESC(Ctrl) 3	4	3 (75)
ESC(Ctrl) 4	22	20 (91)
ESC(Ctrl) 5	18	18 (100)
ESC(Ctrl) 6	20	18 (90)
ESC(Ctrl) 7	14	14 (100)
ESC(Comp) 1	0	0
ESC(Comp) 2	0	0
ESC(Comp) 3	1	0 (0)
ESC(Comp) 4	0	0
ESC(Comp) 5	1	0 (0)
ESC(Comp) 6	0	0
ESC(Comp) 7	0	0

### 3.2 Phenotypic and histological analysis of compromised fetuses.

To track the fate of the chimaeric embryos and to better define the lethal phenotype, the ESCs were fluorescently labelled using the PiggyBac transposase system (Supplementary Fig. S1). The phenotype of the chimaeric embryos was analysed at gestational days e13.5 and e17.5 using these labelled ESCs. Chimaeric embryos were identified by the presence of fluorescence. As shown in Fig. 1A and B, four main phenotypes were observed: live and healthy (normal), live with haemorrhaging, dead (not resorbed) and dead (resorbed). At e17.5, embryonic lethality was higher in the ESC(Comp) derived chimaeras while most of the remaining live embryos showed severe haemorrhaging (Fig. 1A, B). Overall, the number of live embryos was significantly reduced at e17.5 but not at e13.5 (Fig. 1C). However, looking at just the live (normal) embryos that did not show any haemorrhaging, this number was significantly reduced at both time points (Fig. 1D), indicating that although lethality seems to mostly occur later in gestation, the haemorrhaging phenotype starts to manifest as early as e13.5. Haemorrhaging was most obvious in the liver and the limbs (Fig. 1F). These data show that the number of abnormal and dead embryos is consistently higher in the compromised ESC group. While ESC contribution was grossly similar in all embryos (Supplementary Fig. S1), Fig. 1E indicates that there might be a correlation between the contribution of ESC(Comp) cells determined by ESC fluorescence quantification and the severity of the phenotype. Although we found a small number of live normal fetuses at e17.5 in the compromised ESC group, we rarely found that these ESCs gave rise to life pups (Table 1), suggesting that additional lethality might occur between e17.5 and birth.

**Fig. 1:**
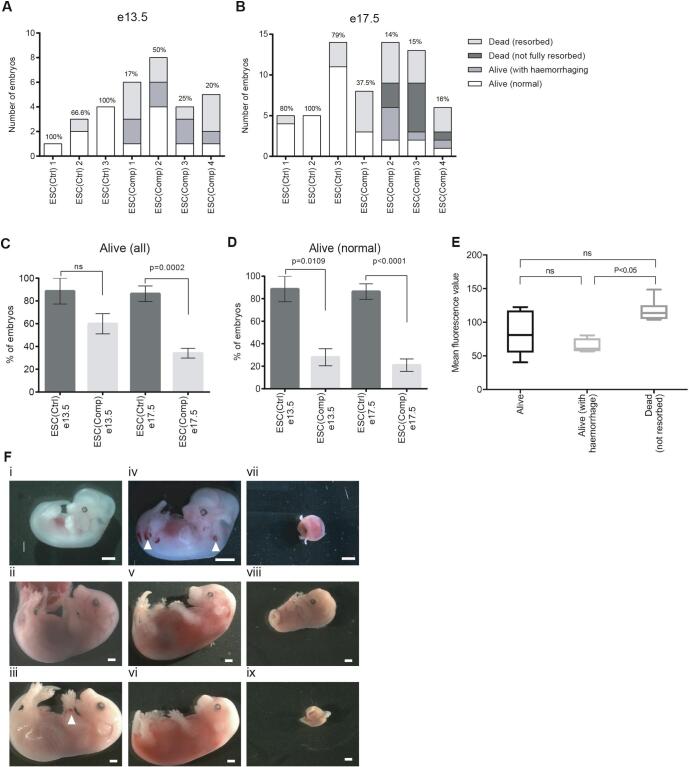
Embryonic lethal phenotype of ESC(Comp) chimaeras: (A-B) Phenotypes of chimaeric embryos at e13.5 and e17.5. Numbers above bars are the percentages of live (normal) embryos. (C-D) Percentages of live embryos compared between the ESC(Ctrl) and ESC(Comp) groups for both time points including all live embryos (anatomically normal), with haemorrhaging) (C) or live embryos (anatomically normal) with no haemorrhaging (D). P-values were calculated using Fisher’s exact test. (E) Quantification of ES cell contribution in chimaeras by fluorescence imaging. Box plots showing fluorescence per group with the line inside the box representing the median and whiskers ranging from the 10th to 90th percentile. P-value was calculated using a Mann-Whitney *U* test (p < 0.05). (F) Range of phenotypes: (i) live (normal) e13.5, (ii) live (normal) e17.5, (iii) live (haemorrhaging) e17.5, (iv) live (haemorrhaging) e13.5, (v,vi) dead (not resorbed) e17.5, (vii) resorption e13.5, (viii, ix) resorptions e17.5 (viii, ix). White arrow-heads indicate small foci of haemorrhaging. White scale bars = 1 mm.

To further analyse the haemorrhaging phenotype, blood vessels in the liver and the limbs were examined more closely by histology (Fig. 2A). It was noted that the blood vessel walls were less well defined in the ESC(Comp) chimaeras and it looked like the integrity of the epithelial vasculature was impaired (Fig. 2A, ii). Some ruptured vessels were also observed (Fig. 2A, iii). The severity of this phenotype varied from none or very few ruptured blood vessels to major haemorrhaging (Fig. 2A, iv), but this was not observed in any of the ESC(Ctrl) samples. Measurements of the blood vessels in the liver and the limbs also showed that those of the ESC(Comp) chimaeras had a greater average diameter than those of the ESC(Ctrl) chimaeras (Fig. 2B, C). Additionally, we noticed that the number of nucleated blood cells appeared to be higher in the ESC(Comp) chimaeras than in the ESC(Ctrl) chimaeras (Fig. 2A, v-viii). These are probably nucleated erythrocytes or lymphocytes.

**Fig. 2:**
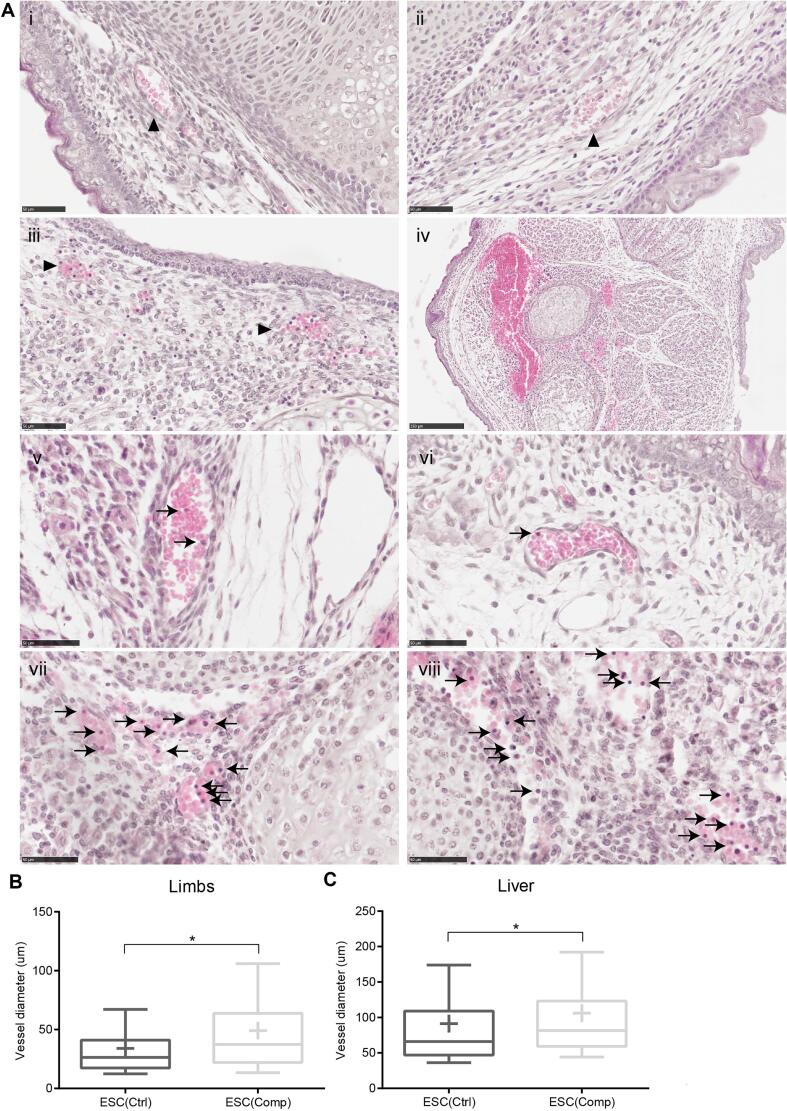
Histological analysis at e17.5: (A) Haematoxylin and eosin images of sections of the limbs. (i) ESC(Ctrl), (ii-iii) ESC(Comp). (iv) haemorrhage in ESC(Comp). (v-vi) ESC(Ctrl), (vii-viii) ESC(Comp). Arrows showing nucleated blood cells. Scale bar in (iv) is 250 um, all others are 50 um. (B-C) Box plots showing diameter of blood vessels in the limbs (B) and liver (C). Whiskers range from 10th to 90th percentile. The line inside the box represents the median, the mean is shown by a cross. Asterisk represent significant differences as calculated by the Mann-Whitney *U* test (p < 0.05).

### 3.3 Transcriptomics analysis reveals differential expression of genes from the *Dlk1-Dio3* region in the ESC(Comp) clones

We hypothesised that the ESC(Comp) clones had undergone genetic or epigenetic changes during culture that interfere with their developmental potential during embryonic development. To identify genes that were differentially expressed between the ESC(Comp) and ESC(Ctrl) groups, we performed global transcriptomics analysis on a subset of clones using RNA sequencing. 

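Mouse embryonic stem cells (ESCs) are cultured cells of the early embryo that can contribute to the tissues of a chimaera after injection into a blastocyst. RNA of 7 ESC clones was sequenced, with 3 biological replicates of each clone. The paper had grouped the clones by the outcome of blastocyst injection, into the control clones ESC(Ctrl)1 to ESC(Ctrl)3 and the compromised clones ESC(Comp)1 to ESC(Comp)4. ESC(Ctrl)1 is the parental line, from which the other clones descend by sequential gene targeting, so that they carry introduced mutations. The paper's injection table gives no outcome for ESC(Ctrl)1, although its text counts all control clones as giving chimaeras. The cells had been grown on mouse embryonic fibroblasts as feeder cells, which were removed by passaging before RNA was prepared. The authors sequenced single-end reads without strand information in a single run, trimmed them, aligned them with TopHat2 to the GRCm38/mm10 mouse genome and kept reads that mapped uniquely. They then counted the reads that lay wholly within 1 gene of the Gencode M7 annotation with htseq-count, so that reads shared by overlapping or near-identical genes were left out. The counts used here are these raw counts per gene for 9 ESC(Ctrl) and 12 ESC(Comp) libraries. Total counts ran from 6695871 to 10525465 per library in the ESC(Ctrl) group (median 8417883) and from 7933326 to 12519547 in the ESC(Comp) group (median 9211226), while the paper states a depth of approximately 10 M reads per sample. The values below use the total counts. Levels are given as CPM, counts relative to the library size after scaling by TMM, as the mean and SD of clone means, with each clone mean taken over its 3 libraries. The groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over 13600 genes with enough counts, with the libraries as samples. Libraries of 1 clone are not independent samples of control or compromised clones, and their p-values measure in part the spread between cultures of a clone. The comparison was therefore repeated on 7 clone sums, the 3 libraries of each clone added together, in which 15958 genes were tested. Positive log2 fold changes are higher in the ESC(Comp) clones.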

The ESC(Ctrl)1–3 and ESC(Comp)1–4 clones were the first ones identified from the blastocyst injection data that showed different developmental potentials so these were used for the RNAseq analysis. The ESC(Ctrl) and ESC(Comp) transcriptomes show a range of variation as illustrated in the principal component analysis (PCA) (Fig. 3A). 

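Libraries of the same clone lay close together, and ESC(Comp)2 lay beside the parental ESC(Ctrl)1 and apart from the other ESC(Comp) clones. On the second principal component (PC2), ESC(Comp)1, ESC(Comp)3 and ESC(Comp)4 had mean scores of 5.97 ± 1.12, 6.30 ± 0.91 and 6.46 ± 0.41 (SD, n = 3 libraries each), whereas ESC(Comp)2 had a score of −4.46 ± 0.21, near ESC(Ctrl)1 at −4.95 ± 0.88, ESC(Ctrl)2 at −5.25 ± 0.15 and ESC(Ctrl)3 at −4.07 ± 0.53. Rian, Meg3 and Mirg of the Dlk1-Dio3 locus and the Y-linked genes Ddx3y and Eif2s3y were among the genes that drew libraries towards negative PC2, and the imprinted genes Nnat and Peg3 and the Nodal antagonist Lefty1 towards positive PC2. The first component (PC1) set ESC(Comp)2 (−7.56 ± 0.81) and ESC(Ctrl)1 (−7.50 ± 0.95) against ESC(Ctrl)2 (6.54 ± 0.84) and ESC(Ctrl)3 (9.00 ± 0.60). The collagen genes Col1a1 and Col12a1 drew libraries towards negative PC1, and Rian, Meg3 and Mirg towards positive PC1. Of 31 genes that mark fibroblasts, the cell type of the feeder layer, 24 were among the 500 most variable genes used for the PCA. The mean level of these markers was 4.82 ± 0.11 log2 CPM in ESC(Comp)2 and 4.65 ± 0.19 in ESC(Ctrl)1 (SD, n = 3 libraries each), and from 3.23 ± 0.12 in ESC(Ctrl)3 to 3.86 ± 0.28 in ESC(Comp)1 over the other clones. PC1 held 33.0% and PC2 27.5% of the variance of the variance-stabilized counts. The clone accounted for 98.5% of the variance of PC1 scores and 98.9% of that of PC2 scores, and the division into ESC(Ctrl) and ESC(Comp) for 15.1% and 57.2%. The genes and clones that set these components were chosen by their variance and not by a test.

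**Figure D1:**
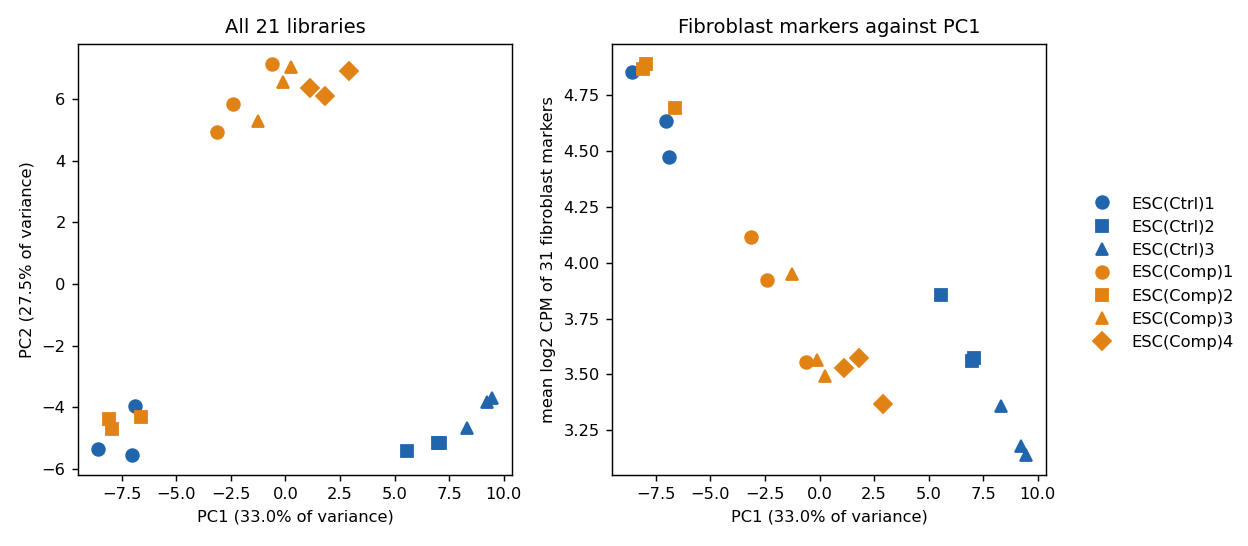
Left, PC1 and PC2 scores of the 21 libraries, with the percent of variance on each axis; each point is a library, ESC(Ctrl) clones are blue and ESC(Comp) clones orange. Right, the mean log2 CPM of 31 fibroblast markers against PC1. The libraries of ESC(Comp)2 and ESC(Ctrl)1 lie at the lowest PC1 scores and have the highest marker levels.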

While PCA does not show clear clustering of all the ESC(Ctrl) and ESC(Comp) clones, this probably reflects that these clones were all derived from a single parental ES cell line during a large sequential gene targeting project and are therefore not expected to have very variable gene expression profiles and any small gene expression differences are not captured very well by the PCA plot which includes a large number of genes. Overall, 251 genes were differentially expressed between ESC(Ctrl) and ESC(Comp) clones (p < 0.001; adjusted for multiple testing with the Benjamini-Hochberg procedure), of which 110 were downregulated and 141 were upregulated in the ESC(Comp) clones (Fig. 3B; Supplementary Table S3). 

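The largest changes between the groups were losses of counts of Dlk1-Dio3 transcripts and of Gm27000, a pseudogene on the X chromosome. Most other changes were small. Gm27000 is nearly identical in sequence to part of a Meg3 transcript, so that its counts are uncertain and may not be a separate loss. At an adjusted p under 0.05 in edgeR, 675 genes were lower and 839 higher in the ESC(Comp) clones, 1514 of the 13600 tested, with a median absolute log2 fold change of 0.33. At an adjusted p under 0.001, 12 genes were lower and 7 higher. Outside the locus, the lower genes included Acod1, which makes itaconate, with 4.10 ± 0.311 CPM in the ESC(Ctrl) and 1.75 ± 0.593 CPM in the ESC(Comp) clones (SD, n = 3 and 4 clones), a log2 fold change of −1.22 (standard error 0.19, adjusted p = 6.7e-04 from edgeR). Nr5a2, a nuclear receptor that activates Pou5f1, fell from 202 ± 48.4 to 124 ± 4.26 CPM (log2 fold change −0.71, standard error 0.09, adjusted p = 6.9e-05). Of the genes beyond 1 on the log2 scale among the 1514, 14 were lower and 23 higher. In the clone sums 5 genes passed at an adjusted p under 0.05 in edgeR, all of them lower (Rian, Mirg, Meg3, Gm27000 and Rtl1), and 18 with DESeq2, while 1252 passed at an unadjusted p under 0.05 in edgeR. The count of 1514 fell to 269 without ESC(Ctrl)2, 307 without ESC(Ctrl)3, 475 without ESC(Comp)1 and 649 without ESC(Comp)3, and to between 798 and 937 without 1 of 3 libraries (replicate 2 or 3 of ESC(Ctrl)2, or replicate 3 of ESC(Ctrl)3). It rose to 2355 without ESC(Comp)2, 3525 without ESC(Ctrl)1 and 3940 without both, the last chosen after their fibroblast marker levels were seen.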

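Of 25 p53 target genes, 14 were lower and 0 higher in the ESC(Comp) clones (16 lower and 1 higher when adjusted over the list alone). They included Ccng1, which encodes cyclin G1, at 395 ± 86.7 CPM in the ESC(Ctrl) and 270 ± 36.5 CPM in the ESC(Comp) clones (SD, n = 3 and 4 clones), and the nuclease gene Aen (log2 fold change −0.28, standard error 0.05, adjusted p = 0.0040 from edgeR). The list as a whole fell (fry, adjusted p = 0.0220). Camera, another test, which compares a list with all other genes, did not call it with an estimated correlation (adjusted p = 0.368). Of 33 genes of the actin cytoskeleton and focal adhesions, 12 were lower and 1 higher (17 and 1 when adjusted over the list alone). The list fell (fry, adjusted p = 0.0017), but not in camera with an estimated correlation (adjusted p = 0.264). The lower genes included Vcl, which encodes vinculin, at 175 ± 23.9 and 129 ± 12.3 CPM, and Arhgap35, which encodes a GTPase-activating protein, at 256 ± 33.7 and 199 ± 15.1 CPM, while Wasf3 was higher (log2 fold change 0.33, standard error 0.06, adjusted p = 0.0034). Of 31 proteasome subunit genes, 7 were lower and 0 higher (11 lower when adjusted over the list alone; 18 lower and 0 higher at an unadjusted p under 0.05; 11 lower and 0 higher with DESeq2), each by little, as for Psmc2 with 290 ± 5.99 and 260 ± 11.1 CPM. The proteasome list fell (fry, adjusted p = 0.0017), but not in camera with an estimated correlation (adjusted p = 0.368). Of 32 genes of the integrated stress response, which the transcription factor Atf4 drives, 7 were higher and 0 lower (10 and 3 when adjusted over the list alone). Among them were Atf4 itself at 377 ± 37.1 and 463 ± 37.3 CPM and Eif2ak4, a kinase that senses lack of amino acids, at 36.9 ± 1.78 and 44.0 ± 1.34 CPM. Of 27 lysosomal genes, 8 were higher and 0 lower (9 and 0 when adjusted over the list alone), such as the sialidase gene Neu1 at 11.3 ± 2.52 and 18.0 ± 1.77 CPM. Of 24 genes of cholesterol synthesis, 4 were higher and 0 lower (5 and 0 when adjusted over the list alone), such as Lss at 98.2 ± 6.28 and 114 ± 4.14 CPM, a call lost without ESC(Ctrl)2 (adjusted p = 0.069). In the directions with 0 calls, 1 p53 target, 4 stress response genes and 0 lysosomal or cholesterol genes passed at an unadjusted p under 0.05, and 0 genes with DESeq2. The stress response, lysosomal and cholesterol lists rose (fry, adjusted p = 0.0142, 0.0142 and 0.0284), but not in camera with an estimated correlation (adjusted p = 0.368, 0.368 and 0.450). Fibroblast markers differed between clones and did not differ detectably between the groups, with 0 of 31 called by edgeR or DESeq2, 1 lower at an unadjusted p under 0.05, and a fry adjusted p = 0.751. Without ESC(Ctrl)2 or ESC(Ctrl)3 the calls of the p53 (fry, adjusted p = 0.185 and 0.163), stress response (0.222 and 0.125), lysosomal (0.0527 and 0.129) and cholesterol lists (0.309 and 0.0501) were lost. That of the p53 list was also lost without ESC(Comp)1, ESC(Comp)3 or ESC(Comp)4 (0.0670, 0.0652 and 0.0634) and that of the cholesterol list without ESC(Comp)1 or ESC(Comp)2 (0.0920 and 0.104). In the clone sums none of these 6 lists passed (fry, adjusted p from 0.160 to 0.433). Several of their genes are in Table S3, which had been read when the lists were written, so that the directions are not independent evidence.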

Of particular interest were the five genes that were expressed differentially in the ESC(Comp) cells with a log_2_ fold change greater than −1.5 (Fig. 3B). 

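Among the 1514 genes at an adjusted p under 0.05 in edgeR, 7 were lower and 3 higher by more than 1.5 on the log2 scale. This threshold is looser than the 0.001 of the paper's set. The fold changes are also larger than the paper's (−5.44 here and −2.32 in the paper for Meg3). The 7 lower genes were Meg3, Rian, Mirg and Rtl1 of the Dlk1-Dio3 locus, Gm27000, the imprinted gene H19 and Klk10, which encodes a kallikrein-related peptidase. Klk10 had 10.0 ± 4.88 CPM in the ESC(Ctrl) and 3.50 ± 0.711 CPM in the ESC(Comp) clones (SD, n = 3 and 4 clones), a log2 fold change of −1.51 (standard error 0.21, adjusted p = 1.8e-04). The 3 higher genes were Cubn, which encodes the endocytic receptor cubilin, Sez6, a gene known from neurons, and Chac1, which degrades glutathione and belongs to the integrated stress response. Chac1 rose from 3.04 ± 1.61 to 9.13 ± 2.08 CPM (log2 fold change 1.58, standard error 0.22, adjusted p = 2.7e-04), and Sez6 from 0.405 ± 0.246 to 1.25 ± 0.380 CPM (log2 fold change 1.63, standard error 0.34, adjusted p = 0.0055). The 4 ESC(Comp) clone means of Klk10, Chac1 and Sez6 did not overlap the 3 ESC(Ctrl) clone means. Chance gives this for 5.71% of genes taken at random, but 669 of the 1514 called genes had it. For genes picked by their calls it is therefore no further evidence. In the clone sums none of these 3 genes passed with edgeR (adjusted p = 0.625 for Klk10 and Chac1), while Klk10 and Chac1 passed with DESeq2. H19 (log2 fold change −3.29, standard error 0.72, adjusted p = 0.0074) rested on ESC(Ctrl)1, without which its log2 fold change was 0.79 (adjusted p = 0.066). Cubn (log2 fold change 1.76, standard error 0.56, adjusted p = 0.043) rested on ESC(Comp)4, without which its log2 fold change was 0.33 (adjusted p = 0.38), and its call was also lost without ESC(Ctrl)1, ESC(Ctrl)2 or ESC(Ctrl)3 (adjusted p = 0.066, 0.21 and 0.10). At 0.001, 6 genes were lower and 1 higher by more than 1.5 in edgeR. With DESeq2 and fold changes shrunken towards 0, 4 were lower and 0 higher at either threshold, and H19 had −0.32. With a local dispersion fit added, chosen after seeing the values, the 5 genes that the paper describes were lower and 0 higher.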

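Gtl2 (Meg3), Rian and Mirg, non-coding RNA genes on the plus strand of chromosome 12, fell to a few percent or less of their control level in each ESC(Comp) clone. Meg3 (positions 109541001 to 109571726 in GRCm38) had 67.7 ± 18.8 CPM in the ESC(Ctrl) and 1.59 ± 0.919 CPM in the ESC(Comp) clones (SD, n = 3 and 4 clones), a log2 fold change of −5.44 (standard error 0.24, adjusted p = 2.1e-14 from edgeR). Rian (109603940 to 109661716), which hosts small nucleolar RNAs, had 132 ± 33.8 and 2.53 ± 1.12 CPM, a log2 fold change of −5.69 (standard error 0.21, adjusted p = 5.5e-16). Mirg (109729764 to 109749460), which hosts microRNAs, had 14.9 ± 5.07 and 0.104 ± 0.0976 CPM, a log2 fold change of −6.96 (standard error 0.29, adjusted p = 9.1e-15). Rtl1/Rtl1as (109589193 to 109600330, with Rtl1 on the minus strand) had 2.44 ± 0.999 and 0.0677 ± 0.0322 CPM, a log2 fold change of −4.85 (standard error 0.38, adjusted p = 4.4e-09). The counts behind these levels, summed over the 9 ESC(Ctrl) and 12 ESC(Comp) libraries, were 4956 and 174 for Meg3, 9689 and 289 for Rian, 1087 and 12 for Mirg, and 176 and 8 for Rtl1/Rtl1as. Meg3, Rian, Mirg and Rtl1/Rtl1as are the 4 measured genes of a list of Dlk1-Dio3 transcripts, in which Rtl1as, but not Rtl1, is maternally expressed like the others, and its reads cannot be told from those of Rtl1. All 4 were lower (4 when adjusted over the list alone). The list fell (fry, adjusted p = 9.2e-14, and 0.0013 in the clone sums), also in camera with an estimated correlation (adjusted p = 9.7e-09). The list holds genes of Table S3 and is not independent evidence. In the clone sums the log2 fold changes were −5.47, −5.70, −7.09 and −5.01, with adjusted p = 2.6e-04, 9.3e-05, 2.3e-04 and 0.0039. For each of these genes the 4 ESC(Comp) clones lay below the 3 ESC(Ctrl) clones (exact permutation test over the clones, two-sided p = 0.0571, the smallest that 4 against 3 clones allow).

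**Figure D2:**
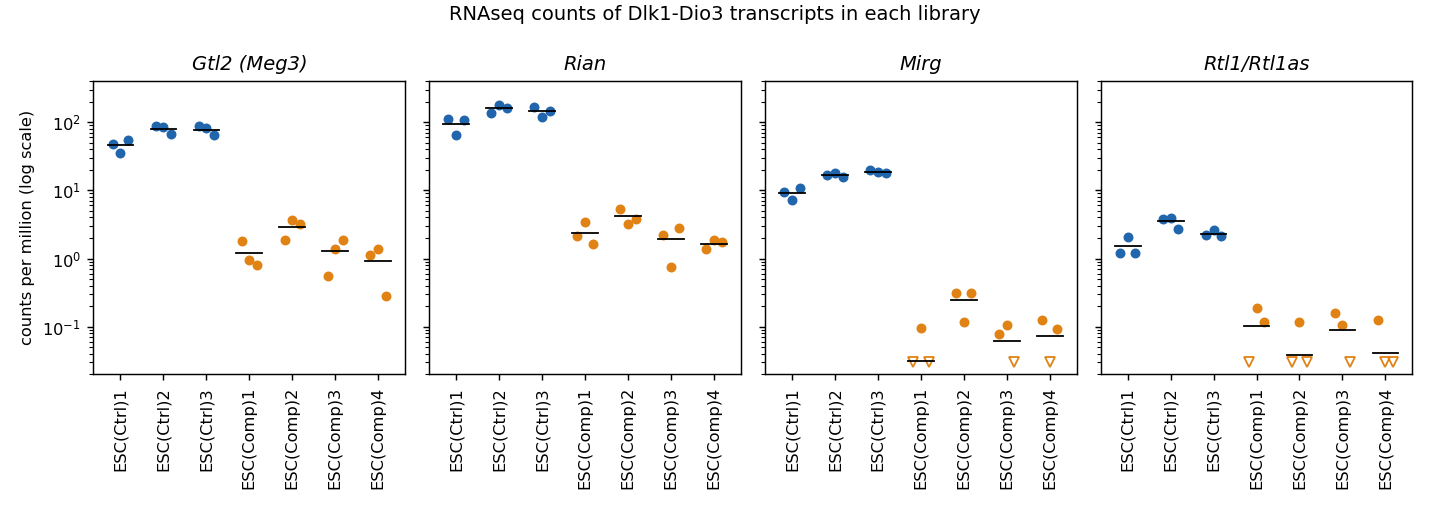
CPM of Gtl2 (Meg3), Rian, Mirg and Rtl1/Rtl1as in each library, on a log axis, by clone. Points are libraries, bars are clone means, open triangles are libraries with 0 counts, and ESC(Ctrl) clones are blue and ESC(Comp) clones orange. For Meg3 the ESC(Ctrl) clone means lie between 46.0 and 80.0 CPM and the ESC(Comp) clone means between 0.927 and 2.95 CPM.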

Four out of these five genes (*Gtl2* (also known as *Meg3*), *Rian*, *Mirg* and *Rtl1/Rtl1as*) are located in the *Dlk1-Dio3* imprinted locus on chromosome 12 (Fig. 3C) and all showed lower expression in the compromised clones with log_2_ fold changes of −2.32, −3.12, 3.28 and −1.91, respectively.

**Fig. 3:**
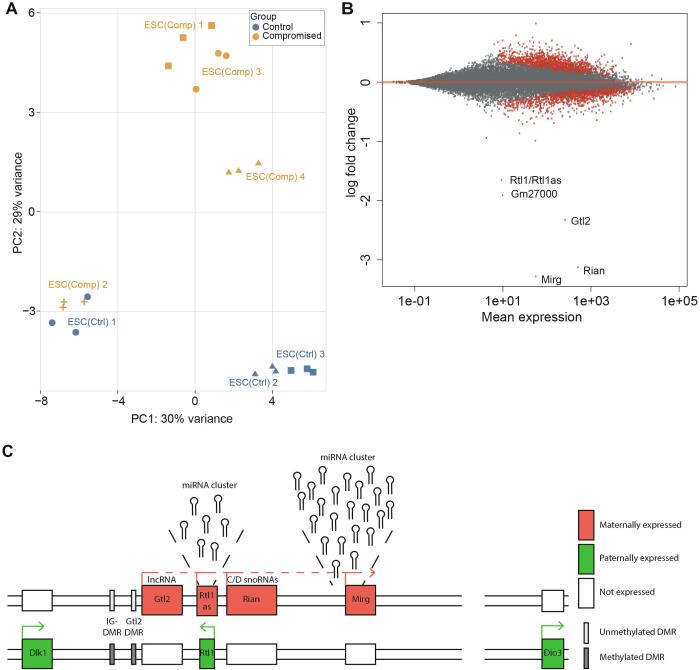
RNAseq shows downregulation of the maternal genes of the *Dlk1-Dio3* imprinted region in compromised clones: (A) PCA plot of RNAseq results. Identical shapes represent three biological replicates of the same cell line. Compromised clones are shown in orange, control clones in blue. (B) MA-plot comparing read counts of all control cell clones with read counts from all compromised cell clones. Differentially expressed genes are shown in red (p < 0.1, *t*-test with Benjamini Hochberg correction). (C) Schematic of the *Dlk1-Dio3* imprinted locus on mouse chromosome 12. (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

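Along the locus, Meg3, Rtl1/Rtl1as, Rian and Mirg, which lie between Dlk1 and Dio3, lost nearly all of their counts. Dlk1, which had few counts, was at 39.7% of the ESC(Ctrl) mean with each ESC(Comp) clone below each ESC(Ctrl) clone, and Dio3 did not pass the test by library. The ESC(Comp) mean was 2.35% of the ESC(Ctrl) mean for Meg3, 1.91% for Rian, 0.695% for Mirg and 2.77% for Rtl1/Rtl1as, over clone means in CPM. Dio3 (positions 110279068 to 110281097), which encodes a deiodinase that inactivates thyroid hormone, had 4.97 ± 2.55 CPM in the ESC(Ctrl) and 3.13 ± 0.518 CPM in the ESC(Comp) clones (SD, n = 3 and 4 clones), which is 62.9%. Its log2 fold change was −0.66 (standard error 0.22, adjusted p = 0.0517 from edgeR), and its ESC(Ctrl) clones differed, with 2.76 CPM in ESC(Ctrl)1, 4.40 CPM in ESC(Ctrl)2 and 7.76 CPM in ESC(Ctrl)3 (exact permutation test over the clones, two-sided p = 0.229). Of 4 measured genes in a list of paternally expressed and flanking genes, 0 were called by edgeR (2 higher and 1 lower when adjusted over the list alone, the same numbers at an unadjusted p under 0.05, and 1 lower with DESeq2; fry, adjusted p = 0.127). Dio3 passed the test with DESeq2's size factors (adjusted p = 0.0495), with DESeq2 (adjusted p = 0.0282), with at least 10 counts in every library (adjusted p = 0.0478), with a mean per clone (adjusted p = 0.00265) and without ESC(Ctrl)1 (adjusted p = 0.0012). It did not pass in the clone sums (edgeR, adjusted p = 0.625), with limma-voom and the clone as a random block (adjusted p = 0.450), or without any other single clone. Without ESC(Ctrl)3 its log2 fold change was −0.19 (adjusted p = 0.604 from edgeR).

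**Figure D3:**
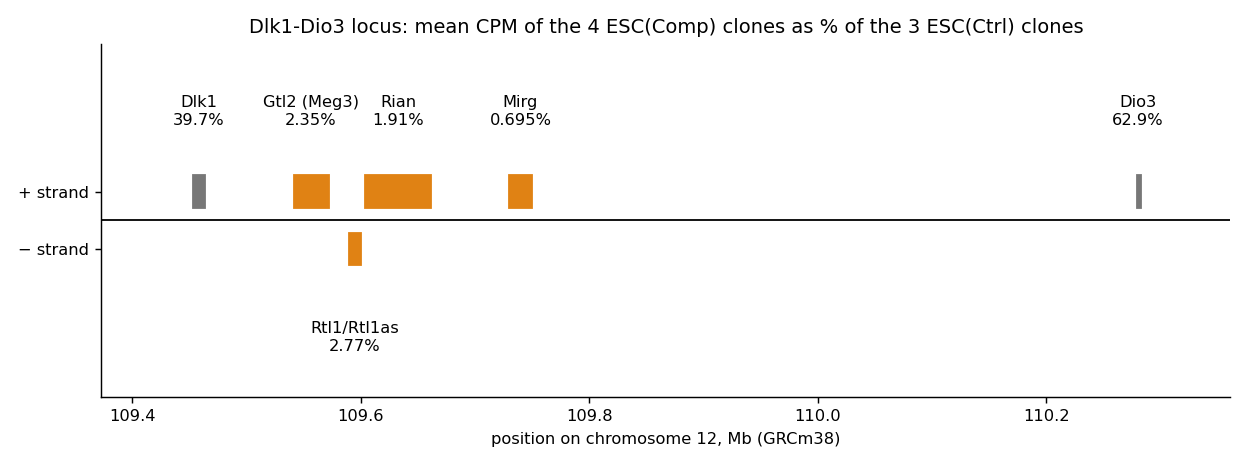
Map of the Dlk1-Dio3 locus on chromosome 12 of GRCm38, with genes of the plus strand above and of the minus strand below the line and, for each gene, the mean CPM of the 4 ESC(Comp) clones as a percent of the mean of the 3 ESC(Ctrl) clones; genes under 10% are orange and the others grey. Meg3, Rian, Mirg and Rtl1/Rtl1as lie below 3%, Dlk1 at 39.7% and Dio3 at 62.9%.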

### 3.4 Validation of RNAseq data

To confirm the RNAseq data, the expression levels of transcripts associated with the *Dlk1*-*Dio3* imprinted locus were quantified by qRT-PCR (Fig. 4). The non-coding RNA transcript *Gtl2*, the small nucleolar RNA *Rian* and the miRNA-containing gene *Mirg* are all expressed from the maternal chromosome and were all lower in the ESC(Comp) clones (Fig. 4A). Expression of the *Rtl1 and Rtl1as* transcripts were also lower in the ESC(Comp) clones but the qRT-PCR method did not discriminate between the sense and the antisense transcripts (Fig. 4B).

**Fig. 4:**
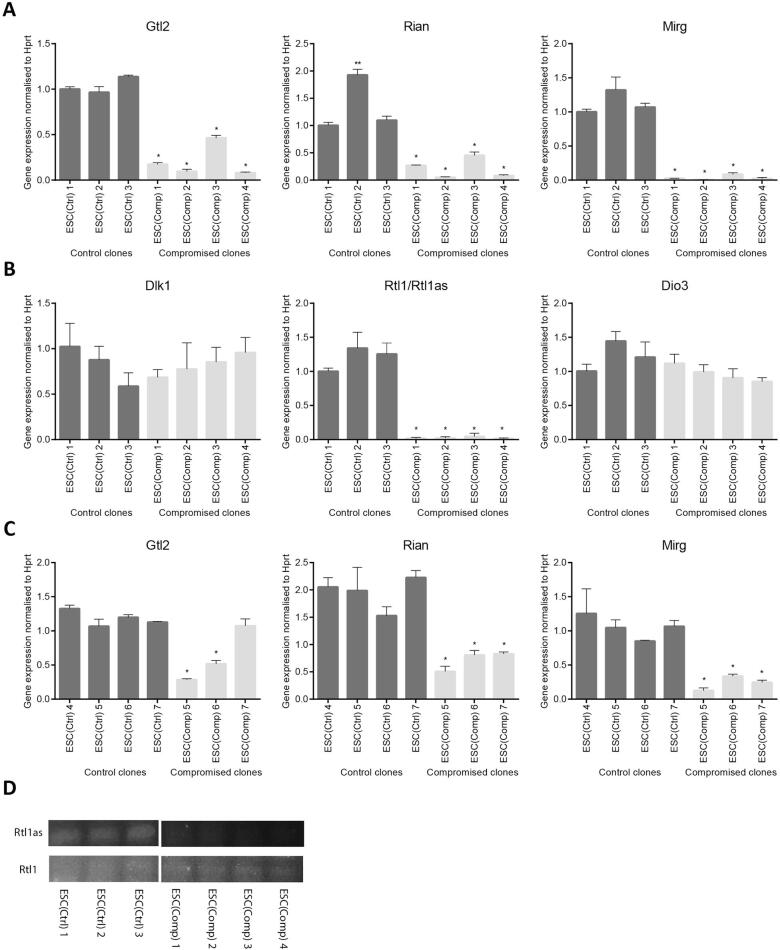
Validation of expression levels of genes from the *Dlk1-Dio3* imprinted locus: (A) qPCR validation of *Gtl2*, *Rian* and *Mirg* expression in ESC(Comp) clones compared to ESC(Ctrl) clones. (B) qPCR validation of *Dlk1*, *Rtl1/Rtl1as* and *Dio3* expression in ESC(Comp) clones compared to ESC(Ctrl) clones. (C) qPCR validation of *Gtl2*, *Rian* and *Mirg* expression in additional ESC(Comp) clones compared to ESC(Ctrl) clones (Error bars represent SEM. Stars represent significant differences as calculated by one-way ANOVA). (D) PCR after primer-specific reverse transcription showing expression levels of *Rtl1* and *Rtl1as*. ESC(Ctrl) and ESC(Comp) samples were run on the same gel, on non-adjacent lanes as indicated by white space between parts of the image.

To further confirm the relationship of the *Dlk1-Dio3* imprinted locus and the developmental potency of ESCs, the expression levels of the maternally expressed genes in this region were analysed in additional ESC(Ctrl) and ESC(Comp) clones (Fig. 4C). While the four additional ESC(Ctrl) clones all had expression levels similar to the ESC(Ctrl) clones tested initially, all three additional ESC(Comp) clones showed aberrant downregulation of *Rian* and *Mirg* and two of them also had significantly lower expression of *Gtl2*.

Interestingly, the relative expression of *Gtl2* (34%) in the compromised clones was higher than for *Rian* (25%) and *Mirg* (16%). This might be explained by expression of the non-imprinted Gm27000 pseudogene which is located on the X-chromosome of C57B/6 mice and has an identical sequence to the 3′ region of *Gtl2*. Next generation sequence analysis has confirmed that the X-chromosome in all the ES clones used in this study is from the C57Bl/6 strain. This might explain why the *Gtl2* levels are higher than the *Rian1* and *Mirg* levels in the compromised clones as the RNAseq data may pick up expression from the X-linked *Gtl2* pseudogene (Gm27000).

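Counts of the pseudogene Gm27000 fell in the ESC(Comp) clones together with those of Gtl2 (Meg3). Gm27000 lies on the minus strand of the X chromosome (positions 88759471 to 88760312 in GRCm38) and had 2.61 ± 0.198 CPM in the ESC(Ctrl) and 0.0376 ± 0.0316 CPM in the ESC(Comp) clones (SD, n = 3 and 4 clones), which is 1.44% of the ESC(Ctrl) mean. The log2 fold change was −5.73 (standard error 0.38, adjusted p = 1.9e-10 from edgeR), and −6.03 (adjusted p = 3.4e-04) in the clone sums. The ESC(Ctrl) clones had 70, 66 and 56 counts of Gm27000 over their 3 libraries, and ESC(Comp)1 to ESC(Comp)4 had 2, 1, 0 and 1, where the count of 0 in ESC(Comp)3 allows up to 0.100 CPM (3 counts). The 842 bases of the Gm27000 transcript in the annotation aligned over their whole length with a Meg3 transcript, at 99.881% identity with 1 mismatch, over bases 1 to 842 of the 1896 bases of that transcript. Of 11 annotated Meg3 transcripts, 6 aligned with Gm27000. Reads that fit both genes equally well were not counted for either, so the counts of Meg3 and Gm27000 rest on reads that map to 1 of these genes alone, and are uncertain for both.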

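Few reads were counted for Rtl1/Rtl1as in any clone, and nearly all of them in the ESC(Ctrl) clones. Over the 3 libraries of each clone, 38, 84 and 54 counts came from ESC(Ctrl)1, ESC(Ctrl)2 and ESC(Ctrl)3, which is 1.50, 3.49 and 2.33 CPM. The ESC(Comp) clones had 3, 1, 3 and 1 counts. The lowest and highest of these in CPM were ESC(Comp)2 with 0.0360 (exact Poisson interval from 9.1e-04 to 0.201 at 95% confidence) and ESC(Comp)1 with 0.105 (from 0.0217 to 0.307), as pooled counts over pooled totals, so that differences among the 4 ESC(Comp) clones were not detectable at this depth. These intervals cover counting error only. Without strand information the counts are the sum of the paternally expressed Rtl1, which encodes a retrotransposon-derived protein, and the maternally expressed antisense Rtl1as, and they cannot be divided between these transcripts.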

Since the paternally expressed *Rtl1*transcripts and the maternally expressed *Rtl1as* transcripts were not distinguishable by unstranded RNAseq and conventional qPCR, primer specific reverse transcription followed by PCR amplification was used to distinguish between these transcripts, as described previously (Labialle et al., 2008). This confirmed equal expression levels of *Rtl1* in all samples and reduction of *Rtl1as* expression in the ESC(Comp) clones (Fig. 4D) consistent with silencing of genes at the maternal locus.

### 3.5 Methylation analysis of IG-DMR and other imprinted regions

The *Dlk1-Dio3* imprinted locus is controlled by several differentially methylated regions (DMRs) (Fig. 3C). The intergenic DMR (IG-DMR) located approximately 13 kb upstream of the *Gtl2* promoter has been shown to be the main regulator for expression of the maternal genes. These become methylated during spermatogenesis and are therefore methylated only on the paternal allele, but remain unmethylated on the maternal allele, hence allowing transcription of the maternal genes. We next determined whether abnormal methylation may be responsible for the differences in gene expression. Methylation levels of the IG-DMR were analysed using amplicon-based bisulfite sequencing. The ESC(Ctrl) clones all had methylation levels of approximately 50% which is expected for a germline imprinted region. Six of the seven ESC(Comp) clones, however, had significantly higher DNA methylation levels at the IG-DMR, consistent with gene expression patterns of those clones (Fig. 5). The ESC(Comp) 7 clone had normal methylation levels and this clone also had lower expression of *Rian* and *Mirg*, but not *Gtl2* (Fig. 4C). While it is possible that the *Gtl2* levels in this clone may be attributed to expression of the *Gtl2* pseudogene *Gm27000*, it is more likely that this clone has undergone downregulation of *Rian* and *Mirg* by a different mechanism.

**Fig. 5:**
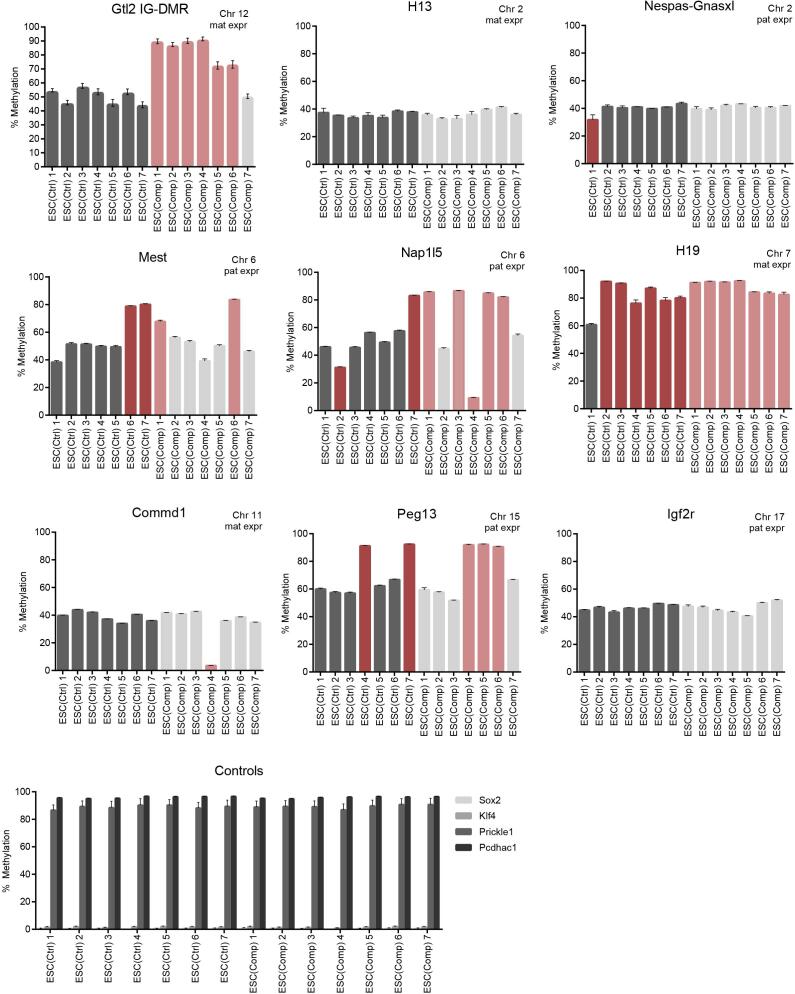
Methylation levels in differentially methylated regions of other imprinted genes in ESC(Ctrl) and ESC(Comp) clones. Methylation was measured using bisulfite sequencing. Red bars indicate aberrant methylation levels within each group (Ctrl or Comp). (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

DMRs of additional imprinted regions were also analysed (Fig. 5). These included both maternally methylated (Nespas-Gnasxl, Mest, Nap1l5, Peg13, Igf2r) and paternally methylated DMRs (H13, H19, Commd1) that are commonly examined in ESCs. Loss of imprinting (both hyper- and hypomethylation) was observed in some ESC(Ctrl) and ESC(Comp) clones, but no other region showed such a consistent difference in methylation levels between ESC(Ctrl) and ESC(Comp) clones as at the IG-DMR of the *Dlk1-Dio3* imprinted locus.

### 3.6 Methylation rescue

DNA methylation is a reversible DNA modification. Therefore, we reasoned that expression of *Gtl2* might be rescued by modifying the ESC culture conditions. Initially, we looked at the effects of culturing the cells in 2iLIF medium, which helps maintain ES cells in an undifferentiated ground state (Ying et al., 2008) or EPSC media, which helps maintain the differentiation potential of ES cells (Yang et al., 2017). Both of these are able to maintain the ESC state and they affect global DNA methylation levels (Ficz et al., 2013, Leitch et al., 2013, Yang et al., 2017). In particular, culture in both 2i media (Choi et al., 2017, Yagi et al., 2017) and EPSC media (unpublished data) has been shown to cause loss of DNA methylation. We cultured some of the cell clones in 2i and EPSCM for 3 and 5 passages respectively. However, overall these conditions did not have an effect on the expression levels of *Gtl2* in the ESC(Comp) cells (Fig. 6A). This was unsurprising as it is known that imprints are usually protected from the demethylation caused by 2i conditions (Ficz et al., 2013, Habibi et al., 2013).

**Fig. 6:**
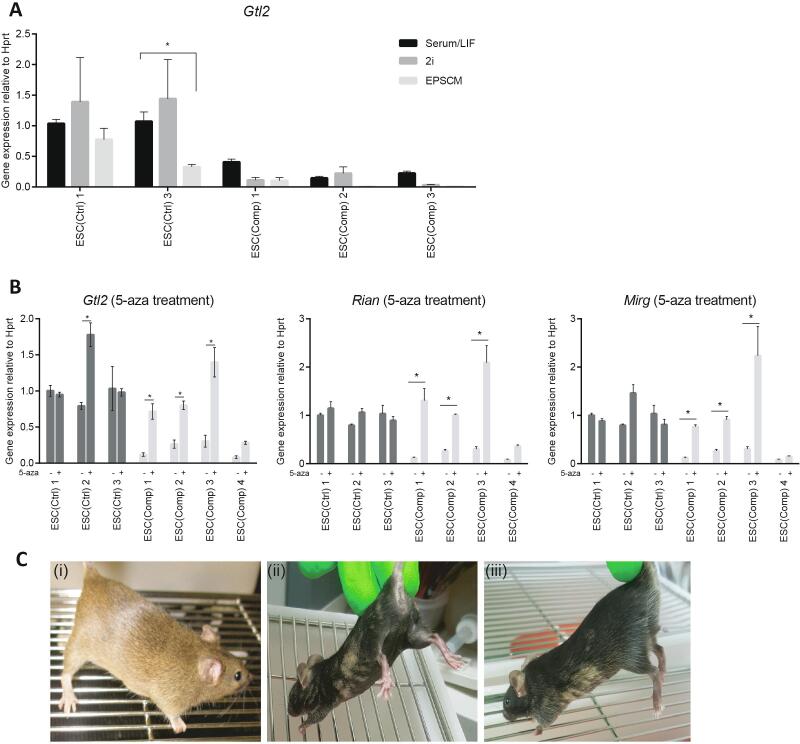
Gene expression analysis and expression rescue experiments. (A) *Gtl2* expression levels after culture in standard ES culture conditions (Serum/LIF), 2i and EPSCM media (Error bars represent SEM. Stars represent significant differences as calculated by two-way ANOVA). (B) *Gtl2*, *Rian* and *Mirg* expression levels before and after treatment with 0.5uM 5-azacytidine (Error bars represent SEM. Stars represent significant differences as calculated by one-way ANOVA). Expression of the house keeping gene *Hprt* was not altered by any of the treatments. (C) Chimaeras derived from (i) a non-compromised ESC clone or (ii and iii) 5-azacytidine treated ESCs. Photographs were taken at 2 months of age.

The ESCs growing under our standard culture conditions were then treated with the DNA methyltransferase (DNMT) inhibitor 5-azacytidine, which is known to induce global loss of DNA methylation. 5-azacytidine treatment successfully rescued the expression of *Gtl2*, *Rian* and *Mirg* in some of the ESC(Comp) clones to levels similar of those in untreated ESC(Ctrl) clones. (Fig. 6B). Injection of those cells into blastocysts mainly gave rise to pups with no ESC contribution, but a small number of chimaeras were also born. However, these had extremely low ESC contribution as determined by coat colour (Fig. 6C ii-iii) compared to the parental non-compromised ES cell clones (Fig. 6C i). Test breeding of these low contribution chimaeras only gave rise to pups derived from the host blastocyst with no germline transmission of the injected ESCs (data not shown).

## 4 Discussion

We have found a correlation between down-regulation of the maternally expressed genes of the *Dlk1-Dio3* imprinted locus on mouse chromosome 12 and loss of the ability of ESCs to successfully contribute to viable chimeras. In particular, the compromised ESCs show reduced expression of *Gtl2, Rian, Mirg* and *Rtl1as*, a number of non-coding RNAs from the maternal chromosome. Consistent with these gene expression patterns, the locus is also hypermethylated in the intergenic differentially methylated region (IG-DMR). These effects are very similar to those found in induced pluripotent stem cells (iPSCs) where maintained expression of the maternally expressed genes from the *Dlk1-Dio3* imprinted locus is required for successful iPSC reprogramming and contribution to chimaeras (Stadtfeld et al., 2010).

The underlying mechanism for the hypermethylation and subsequent reduction in gene expression in the ESC(Comp) cells remains unclear. However, it is likely that the hypermethylation of the IG-DMR on the maternal allele in the ESC(Comp) clones is caused by epigenetic instability in ESCs that has been reported previously (Humpherys et al., 2001). It is known that *Dppa3* expression controls imprinting of the *Dlk1-Dio3* imprinted locus by antagonizing DNMT3A binding (Xu et al., 2015). However, we did not observe differential expression of *Dppa3* between the ESC(Ctrl) and ESC(Comp) cells (Supplementary Table S3). Furthermore, Stadtfeld et al. (2010) have also shown that reduced histone acetylation at the *Dlk1-Dio3* imprinted locus correlates with aberrant hypermethylation, and Das et al. (2015) reported that expression of the Polycomb Repression Complex 2 (*Prc2*) is required to maintain expression of *Gtl2, Rian,* and *Mirg* in mouse ESCs. 

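Dppa3 (also known as Stella) had 95.1 ± 38.9 CPM in the ESC(Ctrl) and 72.5 ± 14.7 CPM in the ESC(Comp) clones (SD, n = 3 and 4 clones) and lies on chromosome 6 (positions 122626410 to 122630272 in GRCm38). The log2 fold change was −0.39 (standard error 0.17, adjusted p = 0.128 from edgeR; exact permutation test over the clones, two-sided p = 0.4), and the clones of both groups overlapped. The parental ESC(Ctrl)1 had 52.0 CPM, ESC(Ctrl)2 128 CPM and ESC(Ctrl)3 106 CPM, and ESC(Comp)1 to ESC(Comp)4 had 82.1, 77.7, 79.6 and 50.7 CPM. Of 21 genes of DNA methylation and imprint maintenance, a list that holds Dppa3, 2 were higher and 1 lower (2 and 2 when adjusted over the list alone). The list did not pass as moving one way (fry, adjusted p = 0.137), but did without ESC(Ctrl)1 (adjusted p = 0.00424). The higher genes were the histone methyltransferase gene Setdb1 (log2 fold change 0.20, standard error 0.05, adjusted p = 0.015) and Aff3 (log2 fold change 0.73, standard error 0.20, adjusted p = 0.026), and the lower was Zfp42 (log2 fold change −0.26, standard error 0.07, adjusted p = 0.023). Without ESC(Ctrl)1 the log2 fold change of Dppa3 was −0.68 and passed the test (adjusted p = 1.7e-04), as it did without the third library of ESC(Ctrl)1 (−0.49, adjusted p = 0.036).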

ESCs with disrupted PRC2 activity lose expression of these genes due to DNA methylation at the IG-DMR. 

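Few reads were counted for Dlk1 in the sequenced ESC clones, 70 over the 9 ESC(Ctrl) libraries and 43 over the 12 ESC(Comp) libraries. Dlk1 (positions 109452823 to 109463336 on chromosome 12 in GRCm38), which encodes a transmembrane relative of the Notch ligands, had 0.958 ± 0.279 CPM in the ESC(Ctrl) and 0.380 ± 0.0685 CPM in the ESC(Comp) clones (SD, n = 3 and 4 clones), which is 39.7%. The ESC(Comp) clones lay between 0.309 and 0.473 CPM and the ESC(Ctrl) clones between 0.645 and 1.18 CPM (exact permutation test over the clones, two-sided p = 0.0571). Dlk1 was tested in the clone sums and did not pass (log2 fold change −1.31, standard error 0.31, adjusted p = 0.625 from edgeR). It had too few counts for the set of genes tested by library, and with no filter on low counts its log2 fold change by library was −1.29 (standard error 0.28, adjusted p = 0.00845).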

Interestingly, these gene expression changes specifically affect the maternally expressed genes of the *Dlk1-Dio3* imprinted locus since absence of an active PRC2 is not associated with any change in *Dlk1* expression, similar to what we find in our compromised ESCs. It would be interesting to examine the compromised ESCs for both reduced expression of *Prc2* and also reduced levels of histone acetylation.

It is also unclear whether the deregulated expression of *Gtl2, Rian,* and *Mirg* is the direct cause for the observed lethal phenotype or what might be the individual contribution of each transcript. Maternal deletion of *Gtl2-Rian-Mirg* expression results in perinatal death (Zhou et al., 2010), which is a less severe phenotype than we observe. In these mice however, increased expression of the paternal genes *Dlk1, Rtl1* and *Dio3* are found which might modulate the phenotype. The changes we observe between reduced *Gtl2/Mirg/Rian* expression levels and the detrimental phenotype of the ESCs are correlative and additional experiments involving temporal induction of *Gtl2/Mirg/Rian* expression would have to be performed to establish causality.

Some of the ESC(Comp) clones, but also the ESC(Ctrl) clones have changes in the methylation pattern of other imprinted genes. Particularly striking was the consistent hypermethylation of *H19* in all but the parental ES cell line. However, since loss of *H19* expression does not cause embryonic lethality (Leighton et al., 1995) this was not evaluated further. In fact, epigenetic instability at imprinted loci is not an unexpected finding in ESCs and has been reported by others (Humpherys et al., 2001, Pannetier and Feil, 2007, Stadtfeld et al., 2010). While it is of course possible that some have an additive effect and contribute to the severity of the phenotype, none of these other epigenetic changes correlate with the embryonic lethal phenotype as consistently as the changes in the *Dlk1-Dio3* imprinted locus. Therefore, at the very least, the reduced expression of *Gtl2, Rian, Mirg* and *Rtl1as* from the *Dlk1-Dio3* imprinted locus is a reliable marker for the compromised potential of mouse ESC clones.

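The loss of Gtl2 (Meg3), Rian and Mirg was shared by the 4 sequenced ESC(Comp) clones. Against the mean of the ESC(Ctrl) clones, the log2 fold change of Meg3 was −5.77 in ESC(Comp)1, −4.49 in ESC(Comp)2, −5.79 in ESC(Comp)3 and −6.21 in ESC(Comp)4, and that of Rian was −5.71, −4.94, −6.07 and −6.26 (standard errors from 0.20 to 0.27). Mirg had 1, 7, 2 and 2 counts in these clones, at most 0.248 CPM against 9.12, 16.9 and 18.6 CPM in the ESC(Ctrl) clones. Each of the 12 ESC(Comp) libraries lay below each of the 9 ESC(Ctrl) libraries for 15 genes, the locus genes among them, and above for 7 genes. Of the 35 divisions of the clones into 4 and 3, 12 with the real one separated at least these 22 genes in number, and the highest other 121. Chance can therefore not be excluded for this count. Outside the locus, Acod1 and Mest were also lower in every ESC(Comp) library, and Peg10 higher. Clone means in CPM did not overlap for 1138 of the 13600 tested genes, against 777 by chance on average, a value whose spread over other divisions was not computed. Without ESC(Ctrl)1, 597 genes separated all libraries, and 173 without ESC(Comp)2. The paper concludes that low Gtl2, Rian, Mirg and Rtl1as can mark ESC clones of compromised potential. It draws on the loss of these transcripts, on qRT-PCR in these and further clones, and on higher methylation of the IG-DMR in most compromised clones. In the further clone ESC(Comp)7 it found normal methylation, with Rian and Mirg lower but Gtl2 not. No other epigenetic change that it examined followed the lethal phenotype as regularly.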

There is evidence that the *Dlk1-Dio3* imprinted locus is important for embryonic development and that altered expression can change the functionality of both ESCs and iPSCs. Several knockout mouse models have shown that loss of expression of the maternally expressed genes results in pre- or postnatal lethality (Georgiades et al., 2000, Lin et al., 2007, Tevendale et al., 2006, Zhou et al., 2010). The *Dlk1-Dio3* imprinted locus has also been shown to be silenced in iPSCs that do not give rise to high percentage chimeras (Stadtfeld et al., 2010). Furthermore, similar to our results, it was described that ESCs with hypermethylation of the IG-DMR on the maternal allele have reduced developmental potential and embryos generated by tetraploid complementation with 4n blastocysts show developmental defects at e12.5-e15.5, including growth defects, brain malformation and muscle defects (Stelzer et al., 2016). We did not analyse muscle defects in the ESC(Comp) chimaeras but no obvious growth defects or brain malformations were observed. Functional annotation of the genes that are differentially expressed in our ESC(Comp) clones did, however, show that a large number of them are expressed in the brain (Supplementary data). 

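Genes known from the nervous system changed in both directions in the ESC(Comp) clones. Of 10 measured genes of a list of neuroectoderm markers, 1 was higher and 4 lower (2 and 5 when adjusted over the list alone), and its genes changed in either direction (mixed test, adjusted p = 0.00464). The mixed test was run by library and most lists passed it, also that of genes often used as references (mixed test, adjusted p = 0.00699). The neuroectoderm list as a whole did not pass as moving one way (fry, adjusted p = 0.119), but did without ESC(Ctrl)1 (adjusted p = 6.7e-05), and it fell without ESC(Comp)2 and ESC(Ctrl)1, a setting chosen after seeing the data (adjusted p = 5.2e-06). Gbx2, a homeobox gene of the mid-hindbrain that ESCs also express, fell from 23.2 ± 9.22 CPM in the ESC(Ctrl) to 11.7 ± 3.63 CPM in the ESC(Comp) clones (SD, n = 3 and 4 clones; log2 fold change −0.99, adjusted p = 0.0038 from edgeR), and Pax6 from 8.43 ± 5.02 to 3.62 ± 1.35 CPM (log2 fold change −1.21, adjusted p = 0.016). The clones of the groups overlapped for Gbx2 and Pax6, whose lowest ESC(Ctrl) clone was the parental ESC(Ctrl)1 (13.2 and 2.64 CPM). Aplp1, a relative of the amyloid precursor protein, had 79.8 ± 6.39 and 109 ± 4.04 CPM (log2 fold change 0.44, standard error 0.06, adjusted p = 2.3e-04). The glutamate receptor gene Grik5 had 3.52 ± 0.779 and 6.88 ± 1.15 CPM (log2 fold change 0.97, standard error 0.15, adjusted p = 6.7e-04). Aplp1 and Grik5 were chosen after their values were seen. The call of Gbx2 was lost without ESC(Ctrl)3 (adjusted p = 0.056), and that of Pax6 without ESC(Ctrl)2 or ESC(Ctrl)3 (adjusted p = 0.14 and 0.13).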

We also cannot rule out a more minor phenotype in the brain. Interestingly, Stelzer et al. (Stelzer et al., 2016) did not report signs of haemorrhaging in their mutant embryos.

We did not find any relationship between the point in the sequential targeting pathway and the compromised potential of the clones. Indeed, the majority of the compromised clones were found very early in the gene targetting programme, and as non-compromised clones were identified and used successfully in subsequent gene targeting steps, the number of new compromised clones that we found actually fell. Thus, we think that the parental line used for the gene targeting probably contained ESCs with reduced expression of *Gtl2/Mirg/Rian* and some early targeted clones also had this problem but clones with normal expression levels of *Gtl2/Mirg/Rian* subsequently went on to be used in additional targeting steps with no problems.

We were able to rescue expression of *Gtl2*, *Rian* and *Mirg* by treating the ESC(Comp) clones with the DNMT inhibitor 5-azacytidine. To our knowledge, this is the first time that this has been demonstrated in ESCs. However, we did not succeed in fully rescuing the phenotype. Although a small number of chimaeric pups were born, their ESC contribution was very low. The reason for this remains to be determined, but we suspect that the 5-azacytidine may have had a detrimental effect on the ESCs such as global demethylation of other imprinted genes, which may have compromised their developmental potential. An alternative and potentially less damaging approach would be to treat the ESCs with ascorbic acid which has been reported to prevent *Gtl2* silencing during derivation of iPSCs (Stadtfeld et al., 2012) or to use the nuclease deficient dCas9 coupled with the TET catalytic domain (Liu et al., 2016, Xu et al., 2016). This system can specifically target the demethylating activity of the TET enzyme to the IG-DMR without affecting methylation at any other loci.

Little is known about the biological roles of the *Gtl2-Rian-Mirg* RNA species. In recent years they have been linked with several different biological processes, that could be involved in the lethality and haemorrhaging phenotype. One of those roles is inhibition of angiogenesis and tumour suppression. Many human tumours show hypermethylation at the IG-DMR of the *DLK1-DIO3* imprinted locus and consequently express very low levels of *MEG3* (the human homologue of mouse *Gtl2*), suggesting a role for *MEG3* in the onset and progression of cancer (Astuti et al., 2005, Braconi et al., 2011, Tian et al., 2015, Wang et al., 2017, Zhang et al., 2017, Zhang et al., 2003). Indeed, *MEG3* down-regulation or silencing has been associated with increased angiogenesis in human tumours (Zhang et al., 2017), *Gtl2* knockout mouse models (Gordon et al., 2010) and a rat model of tissue repair after ischaemic brain injury (Liu et al., 2017).This is regulated via activation of angiogenesis related genes including *Vegf*, *βFGF* and *TGF-β1*. 

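Genes of blood vessel growth moved in both directions, and most of those measured did not pass the test. Of 41 measured genes of an angiogenesis list, 9 were higher and 5 lower in the ESC(Comp) clones (10 and 7 when adjusted over the list alone), and its genes changed in either direction (mixed test, adjusted p = 1.1e-06). Most lists passed this mixed test by library, among them genes often used as references (mixed test, adjusted p = 0.00699), so the result is not particular to this list. The angiogenesis list did not pass as moving one way (fry, adjusted p = 0.143), but did without ESC(Comp)4 (adjusted p = 0.0465). The list holds genes that the paper names from these samples and genes of its Table S3, and its counts are not independent evidence. Higher members included the peroxidasin gene Pxdn (log2 fold change 0.42, standard error 0.08, adjusted p = 0.0041 from edgeR), the transcription factor gene Casz1 (log2 fold change 0.58, standard error 0.12, adjusted p = 0.0063) and Vegfb. Lower members included the angiopoietin receptor gene Tek (log2 fold change −0.50, standard error 0.15, adjusted p = 0.039). Casz1, Vegfb and Tek were chosen after their values were seen. Of the mediators Vegfa, Fgf2 and Tgfb1, 0 were called by edgeR (1 higher when adjusted over the list alone and at an unadjusted p under 0.05, and 1 higher with DESeq2; fry, adjusted p = 0.686). Vegfa had 16.4 ± 1.58 CPM in the ESC(Ctrl) and 21.5 ± 4.72 CPM in the ESC(Comp) clones (SD, n = 3 and 4 clones), a log2 fold change of 0.38 (standard error 0.13, adjusted p = 0.054). Fgf2 had 1.14 and 1.11 CPM (adjusted p = 0.951) and Tgfb1 17.2 and 14.5 CPM (adjusted p = 0.321). Vegfa passed with DESeq2 (adjusted p = 0.0338), without ESC(Comp)3 (0.035) and without ESC(Ctrl)1 (0.027), and the call of Pxdn was lost without ESC(Ctrl)3 (adjusted p = 0.050).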

Interestingly, a large number of genes that was differentially expressed between the ESC(Ctrl) and ESC(Comp) cells are associated with mammary tumours and some have also been shown to be involved in angiogenesis (Supplementary data). In addition, our ESC(Comp) chimaeras that do not express *Gtl2* and the other maternally expressed genes of the *Dlk1-Dio3* imprinted locus, present with haemorrhaging and a vascular phenotype which in part resembles some of the early steps of angiogenesis: dilated vessels and poor vascular integrity. It has also been shown that *Gtl2* suppresses vascular endothelial cell proliferation and impairs capillary formation (He et al., 2017). Hence, we hypothesise that loss of expression of *Gtl2*, *Rian, Mirg* and *Rtl1as* may cause dysregulated blood vessel development which subsequently results in haemorrhaging.

Other studies have shown an involvement of the maternally expressed genes of the *Dlk1-Dio3* imprinted locus in muscle development (Georgiades et al., 2000, Lin et al., 2007, Tevendale et al., 2006, Zhou et al., 2010) as well as in preserving long-term haematopoietic stem cell function by regulating mitochondrial biogenesis and metabolism (Qian et al., 2016).

Interestingly, one cellular pathway that is common to all those effects, is the PI3K/Akt/mTOR pathway. A connection between the *Dlk1-Dio3* imprinted locus and control of the PI3K/Akt/mTOR has specifically been demonstrated in angiogenesis (Qiu et al., 2016, Zhang et al., 2017) and mitochondrial biogenesis and metabolism (Qian et al., 2016). This link has not yet been shown in skeletal muscle development and it remains to be studied whether the maternally expressed genes of the *Dlk1-Dio3* imprinted locus always act through the PI3K/Akt/mTOR pathway or whether this is tissue specific. It is, however, known that the PI3K/Akt/mTOR pathway plays an important role in skeletal muscle development (Schiaffino et al., 2013) and it is possible that it is regulated, in part, through the *Dlk1-Dio3* imprinted locus. Given the central role of the PI3K/Akt/mTOR pathway throughout development and adult life, it is possible that further developmental processes are dysregulated in the ESC(Comp) chimaeras.

## 5 Conclusion and summary

The findings described in this paper will be very useful for scientists working in the field of ESC mediated transgenics. The availability of a large number of targeted ESCs from the Gene Targeting Consortium means that ESCs are still used for the generation of mouse models. Prior to using the ESCs for blastocyst injections, it is common practice to assess the quality of the cells by confirming the correct gene targeting event, analysing the karyotype and screening for pathogens. We suggest also including gene expression analysis of *Gtl2*, *Rian, Mirg* and *Rtl1as* in the pre-injection screening routine. Loss of imprinting is not an uncommon phenomenon in ESC culture and cells with aberrant silencing or downregulation of the maternally expressed genes of the *Dlk1-Dio3* imprinted locus will most certainly not be able to contribute to viable chimaeras. Elimination of compromised ESC clones before blastocyst injection will save resources and reduce unnecessary mouse use.

Furthermore, while this is still speculative and certainly needs to be investigated further, to our knowledge this is the first time that a potential link between loss of expression of the maternally expressed genes of the *Dlk1-Dio3* imprinted region and angiogenesis or vascular development in the mouse embryo has been shown.

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

# Supplementary material for: Hypermethylation and reduced expression of Gtl2, Rian and Mirg at the Dlk1-Dio3 imprinted locus as a marker for poor developmental potential of mouse embryonic stem cells
**Source:** Stem Cell Res. 2020 Oct;48:101931. doi: 10.1016/j.scr.2020.101931
**Supplement:** Supplementary data 1

**Supplementary Data**

Supplementary Table S1: qPCR reaction mix and thermal cycling conditions

| **Reaction mix (per reaction)** | **Step** | **Thermal cycling conditions** |
| --- | --- | --- |
| 7.5 ul SYBR Green master mix (PCR Biosystems)  0.15 ul 10 uM Forward Primer  0.15 ul 10uM Reverse Primer  6.2 ul DNA/RNA-free H_2_O  1 ul cDNA | DNA polymerase activation | 95°C for 2 min |
|  | 40 cycles of:  DNA denaturation  Primer annealing/extension | 40 cycles of:  95°C for 5 sec  60°C for 30 sec |
|  | Melt curve | 95°C for 15 sec  60°C for 1 min  95°C for 30 sec  60°C or 15 sec |

Supplementary Table S2: qPCR primer pairs

| **Gene** | **Forward primer (5’ – 3’)** | **Reverse primer (5’ – 3’)** |
| --- | --- | --- |
| *Hprt* | GATTAGCGATGATGAACCA | CCTCCCATCTCCTTCATGAC |
| *Gtl2* | AGTGCCTTGTAAATCGCCCG | CACCTACTGGGTGCTCACTG |
| *Rian* | TGTCACGGTCAGCTCTGTTC | ACCAAGGTGTACGCAACGAT |
| *Mirg* | TCGCTTACGACAACCGACAA | GGGTGAGAAGTTGGGGACTC |
| *Dlk1* | AGCACCTATGGGGCTGAATG | CACTTGTCACAGAGGGGACC |
| *Dio3* | TGCGTATCAGACGACAACCGTC | TGGAAGCCATCAGGTCGGACAA |
| *Rtl1/Rtl1as* | AGGCTATCAACGAAGGTCGC | TTCACCCGCAGCTCATCATT |
| *Rtl1/Rtl1as* (primer specific) | GAGAGTGGACCCCTACCACA | GGCAAACCTCTCATCCATGT |

Supplementary Table S3: List of differentially expressed genes between ESC(Ctrl) and ESC(Comp) clones according to FDR.

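The genes listed in Table S3 moved in the same direction here. Of the 251 genes, 250 were tested, and all 250 had the sign given in the table and an adjusted p under 0.05 in edgeR. The table was made from the same libraries. At an adjusted p under 0.001, 19 of them passed, and in the clone sums 5 at an adjusted p under 0.05 in edgeR, which were Rian, Mirg, Meg3, Gm27000 and Rtl1. The 4 ESC(Comp) clone means lay on 1 side of the 3 ESC(Ctrl) clone means for 185 of them. Outside its first 5 genes, the largest absolute log2 fold change that the table reports is 0.99. The fold changes in the table are the paper's.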

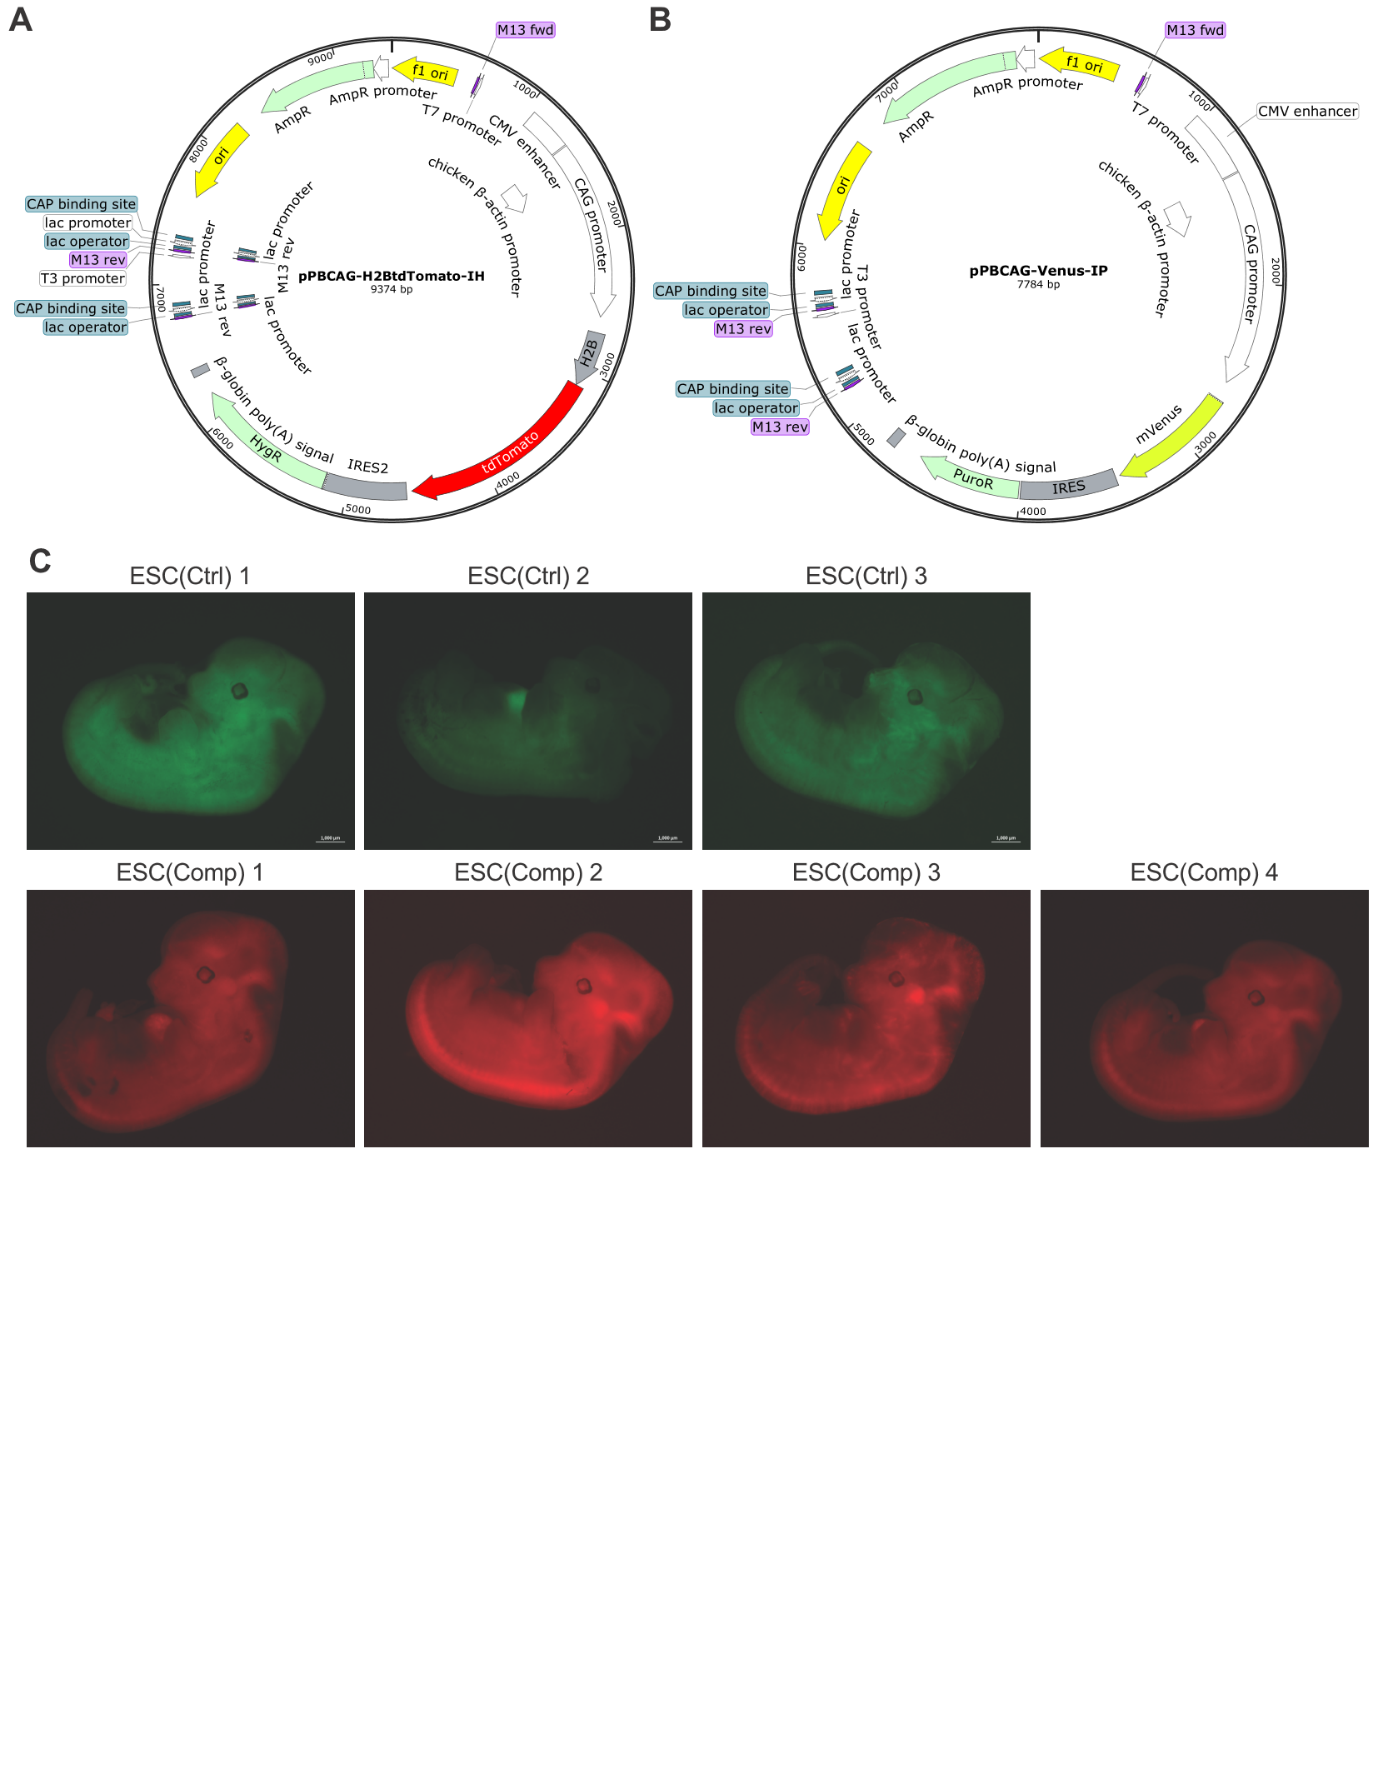

**Supplementary Figure S1: Cell labelling using the Piggy Bac system.**

1. pPBCAG-H2BtdTomato-IH vector containing the tdTomato transgene, as well as the hygromycin resistance gene. (B) pPBCAG-Venus-IP vector containing the Venus transgene as well as the puromycin resistance gene. (C) Images of e13.5 chimaeras produced with the fluorescently labeled cell clones.

**Functional annotation of RNA sequencing results**

We also analysed overrepresented Gene Ontology (GO) terms related to biological processes and KEGG pathways of the differentially expressed genes, as well as enriched UniProt tissue terms using the DAVID Functional Annotation Tool. The most significant GO terms and KEGG pathways are presented in Supplementary Tables S4 and S5. UniProt tissue terms that were overrepresented among the differentially expressed genes are presented in Supplementary Table S6. While none of these annotations are significantly associated (p <0.05; adjusted for multiple testing with the Benjamini-Hochberg procedure) with the list of genes that are up- or downregulated in the ESC(Comp) samples, some processes that they are involved in as shown by functional analysis include regulation of transcription and MAPK signaling (Supplementary Tables S4 and S5). 

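Dusp1, Dusp4 and Dusp9, which encode phosphatases of MAP kinases, were higher in the ESC(Comp) clones. The paper's Table S4 lists them from these samples, so their direction is not independent evidence. Dusp4 rose from 44.5 ± 9.89 CPM in the ESC(Ctrl) to 70.1 ± 6.89 CPM in the ESC(Comp) clones (SD, n = 3 and 4 clones), a log2 fold change of 0.65 (standard error 0.10, adjusted p = 7.3e-04 from edgeR). Dusp9 had 63.1 ± 5.34 and 83.3 ± 8.64 CPM (log2 fold change 0.40, standard error 0.07, adjusted p = 0.0026), and Dusp1 59.0 ± 7.62 and 74.2 ± 5.71 CPM (log2 fold change 0.33, standard error 0.07, adjusted p = 0.0073). Of 28 genes of the feedback and early response to FGF-ERK signaling, 8 were higher and 2 lower (9 and 4 when adjusted over the list alone), and its genes changed in either direction (mixed test, adjusted p = 1.1e-06). Most lists passed this mixed test by library, among them genes often used as references (mixed test, adjusted p = 0.00699), so it does not set this list apart. The FGF-ERK list did not pass as moving one way (fry, adjusted p = 0.0718), but did without ESC(Comp)4 or ESC(Ctrl)1 (adjusted p = 0.0334 and 0.0170). Spry4, an inhibitor of this pathway, was lower (log2 fold change −0.61, standard error 0.12, adjusted p = 0.0048). The list holds genes of Table S3 and is not independent evidence. In the clone sums none of Dusp1, Dusp4 and Dusp9 passed with edgeR (adjusted p = 0.625 each), while Dusp4 passed with DESeq2 (0.0321) and in edgeR without ESC(Ctrl)1 (0.0271), and Dusp9 with a local fit in DESeq2, chosen after seeing the data (0.0429). By library the calls of Dusp1 and Spry4 were lost without ESC(Ctrl)3 (adjusted p = 0.080 and 0.068) and that of Dusp1 also without ESC(Ctrl)2 (adjusted p = 0.066).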

Further, it should be noted that a large number of these genes are typically expressed in the brain and in mammary tumours (Supplementary Table S6). 

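Efnb2, Epha1 and Ctgf were higher and Rock2 and Ovol2 lower in the ESC(Comp) clones. Efnb2, which encodes ephrin-B2, lies on chromosome 8 (positions 8617434 to 8661242 in GRCm38) and had 23.6 ± 4.41 CPM in the ESC(Ctrl) and 35.9 ± 9.14 CPM in the ESC(Comp) clones (SD, n = 3 and 4 clones), a log2 fold change of 0.60 (standard error 0.13, adjusted p = 0.0057 from edgeR). The ephrin receptor gene Epha1 (chromosome 6, 42358487 to 42373268) had 23.9 ± 1.67 and 33.4 ± 6.84 CPM, a log2 fold change of 0.48 (standard error 0.10, adjusted p = 0.0070). The connective tissue growth factor gene Ctgf (chromosome 10, 24595442 to 24598683) had 157 ± 30.6 and 201 ± 13.9 CPM, a log2 fold change of 0.36 (standard error 0.08, adjusted p = 0.0055). The kinase gene Rock2 (chromosome 12, 16894895 to 16987823) had 192 ± 70.5 and 123 ± 11.8 CPM, a log2 fold change of −0.64 (standard error 0.14, adjusted p = 0.0071). The transcription factor gene Ovol2 (chromosome 2, 144305175 to 144332146) had 8.82 ± 3.31 and 5.18 ± 0.769 CPM, a log2 fold change of −0.76 (standard error 0.16, adjusted p = 0.0052). The study chose these 5 genes on the same samples, so their directions (3 higher and 2 lower over all genes and when adjusted over the list alone; fry, adjusted p = 0.127, and 0.0242 without ESC(Comp)2 and 0.0287 without ESC(Comp)4) are not independent evidence. In the clone sums none of them passed with edgeR, DESeq2 or limma-voom, and Rock2 passed in edgeR without ESC(Ctrl)1 (adjusted p = 0.0112). By library none passed without ESC(Ctrl)2 (adjusted p = 0.055 for Efnb2, 0.065 for Epha1, 0.051 for Ctgf, 0.10 for Rock2 and 0.061 for Ovol2). Without ESC(Ctrl)3 the calls of Efnb2, Rock2 and Ovol2 were lost (adjusted p = 0.066, 0.068 and 0.072).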

We also identified eight differentially expressed genes that have been shown to be involved in angiogenesis and vascularization including *Efnb2* (Wang et al., 2010)*, Epha1* (Mosch et al., 2010)*, Ctgf* (Pi et al., 2012)*, Rock2* (Bryan et al., 2010) and *Ovol2* (Unezaki et al., 2007).

**References.**

Bryan, B.A., Dennstedt, E., Mitchell, D.C., Walshe, T.E., Noma, K., Loureiro, R., Saint-Geniez, M., Campaigniac, J.-P., Liao, J.K., D’Amore, P.A., 2010. RhoA/ROCK signaling is essential for multiple aspects of VEGF-mediated angiogenesis. FASEB J. 24, 3186–3195. <https://doi.org/10.1096/fj.09-145102>.

Mosch, B., Reissenweber, B., Neuber, C., Pietzsch, J., 2010. *Eph* receptors and ephrin ligands: important players in angiogenesis and tumor angiogenesis. J. Oncol. 2010, 135285. <https://doi.org/10.1155/2010/135285>.

Pi, L., Shenoy, A.K., Liu, J., Kim, S., Nelson, N., Xia, H., Hauswirth, W.W., Petersen, B.E., Schultz, G.S., Scott, E.W., 2012. CCN2/CTGF regulates neovessel formation via targeting structurally conserved cystine knot motifs in multiple angiogenic regulators. FASEB J. 26, 3365–3379. <https://doi.org/10.1096/fj.11-200154>.

Unezaki, S., Horai, R., Sudo, K., Iwakura, Y., Ito, S., 2007. *Ovol2/Movo*, a homologue of Drosophila ovo, is required for angiogenesis, heart formation and placental development in mice. Genes Cells 12, 773–785. <https://doi.org/10.1111/j.1365-2443.2007.01084.x>

Wang, Y., Nakayama, M., Pitulescu, M.E., Schmidt, T.S., Bochenek, M.L., Sakakibara, A., Adams, S., Davy, A., Deutsch, U., Lüthi, U., Barberis, A., Benjamin, L.E., Mäkinen, T., Nobes, C.D., Adams, R.H., 2010. Ephrin-B2 controls VEGF-induced angiogenesis and lymphangiogenesis. Nature 465, 483–486. https://doi.org/10.1038/nature09002

Supplementary Table S4: GO Terms Biological Processes of up- and downregulated genes in ESC(Comp) clones

| Term / description | Count | Genes | P-value  (Benjamini Hochberg) |
| --- | --- | --- | --- |
| **Upregulated in ESC(Comp)** | | | |
| GO:0000188  Inactivation of MAPK activity | 3 | *Dusp1, Dusp9, Dusp4* | 0.9703 |
| GO:1900006  Positive regulation of dendrite development | 3 | *Lrp8, Tmem106b, Pacsin1* | 0.9401 |
| GO:0046777  Protein autophosphorylation | 6 | *Acvr1b, Eif2ak4, Nlk, Dapk1, Epha1, Map3k9* | 0.8957 |
| GO:0006417  Regulation of translation | 5 | *Eif2ak4, Aplp1, Cnot8, Dapk1, Ppp1r15a* | 0.8486 |
| GO:0070373  Negative regulation of ERK1 and ERK2 cascade | 4 | *Dusp1, Dusp4, Flcn, Spry1* | 0.8033 |
| GO:0006810  Transport | 22 | *Atp8b3, Grik5, Cacna1b, Mcoln1, Slc38a3, Sec14l1, Slc4a7, Pkdcc, Ccdc93, Slc20a1, Cpt2, Tmem106b, Itpr1, Kcnk1, Slc25a37, Tmem30b, Tmem63b, Tcaf1, Trim3, Slc44a2, Stx17, Lrrc8b* | 0.8318 |
| GO:0014003  Oligodendrocyte development | 3 | *Wasf3, Hdac11, Med12* | 0.7978 |
| GO:0034976  Response to endoplasmic reticulum stress | 4 | *Eif2ak4, Herpud1, Ppp1r15a, Atf4* | 0.7744 |
| GO:0006468  Protein phosphorylation | 10 | *Acvr1b, Eif2ak4, Nlk, Dapk1, Mapk12, Rps6ka2, Pkdcc, Epha1, Ilf3, Map3k9* | 0.7996 |
| **Downregulated in ESC(Comp)** | | | |
| GO:0045899  Positive regulation of RNA polymerase II transcriptional preinitiation complex assembly | 3 | *Psmc3, Cand1, Psmc2* | 0.5837 |
| GO:0006351  Transcription, DNA-templated | 17 | *Sp2, E2f2, Nr5a2, Rprd1b, Polr2, Nfyc, Gbx2, Ovol2, Satb2, Trps1, Dido1, Ncoa5, Klf8, btb44, Arhgap35, Morf4l1* | 0.9975 |
| GO:0001755  Neural crest cell migration | 3 | *Gbx2, Ovol2, Cfl1* | 0.9907 |
| GO:0001842  Neural fold formation | 2 | *Ovol2, Cfl1* | 0.9706 |
| GO:0032956  Regulation of actin cytoskeleton organization | 3 | *Rock2, Arhgap35, Fzd10* | 0.9459 |
| GO:0006355  Regulation of transcription, DNA-templated | 19 | *Evx1, Sp2, E2f2, Msc, Nr5a2, Rprd1b, Nfyc, Gbx2, Ovol2, Satb2, Trps1, Ncoa5, Klf8, Zbtb44, Zfp217, Arhgap35, Morf4l1, Zfp936, Zfp59* | 0.9304 |
| GO:0007411  Axon guidance | 4 | *Meg3, Gbx2, Arhgap35, Ext1* | 0.9550 |
| GO:0019538  Protein metabolic process | 2 | *Tgm1, Lap3* | 0.9855 |
| GO:0016180  snRNA processing | 2 | *Ints6, Tut1* | 0.9830 |

Supplementary Table S5: KEGG pathways of up- and downregulated genes in ESC(Comp) clones

| Term / description | Count | Genes | P-value  (Benjamini Hochberg) |
| --- | --- | --- | --- |
| **Upregulated ESC(Comp)** | | | |
| mmu04010  MAPK signaling pathway | 8 | *Cacna1b, Nlk, Mapk12, Prs6ka2, Dusp1, Dusp9, Dusp4, Atf4* | 0.1813 |
| mmu04728  Dopaminergic synapse | 4 | *Cacna1b, Mapk12, Itpr1, Atf4* | 0.9864 |
| mmu04550  Signaling pathways regulating pluripotency of stem cells | 4 | *Acvr1b, Mapk12, Dvl1, Dusp9* | 0.9542 |
| mmu04720  Long-term potentiation | 3 | *Rps6ka2, Itpr1, Atf4* | 0.9207 |
| mmu04520  Adherens junction | 3 | *Nlk, Wasf3, Ssx2ip* | 0.9065 |
| **Downregulated ESC(Comp)** | | | |
| mmu04670  Leukocyte transendothelial migration | 5 | *Rock2, Vcl, Actb, Jam2, Arhgap35* | 0.2295 |
| mmu04810  Regulation of actin cytoskeleton | 6 | *Rock2, Vcl, Actb, Mras, Cfl1, Arhgap35* | 0.1726 |
| mmu04510  Focal adhesion | 5 | *Rock2, Vcl, Lamc2, Actb, Arhgap35* | 0.4596 |
| mmu05146  Amoebiasis | 4 | *Serpinb9b, Vcl, Lamc2, Serpinb6a* | 0.3839 |
| mmu05205  Proteoglycans in cancer | 4 | *Rock2, Actb, Mras, Fzd10* | 0.7926 |

Supplementary Table S6: Tissue expression of genes that are up- and downregulated in ESC(Comp) clones

| Tissue | Count | Genes | P-value  (Benjamini Hochberg) |
| --- | --- | --- | --- |
| **Upregulated ESC(Comp)** | | | |
| Mammary tumor | 34 | *Gramd1a, Mcoln1, Fam64a, Grhl2, Naga, Klhl22, Adpgk, Rassf3, Chst10, Chac1, Knstrn, Tmem230, Slc20a1, Ampd2, Pde2a, Ilf3, Amotl2, Lss, Cdcp1, Tmem63b, Tcaf1, Tmprss13, Mapkap1, A230050P20Rik, Rnf122, Iffo2, AW549877, Mettl8, Sestd1, Bst2, Cntrl, Phf21a, Zfp512, Rhd11* | 0.1460 |
| Retina | 11 | *Aplp1, Slc38a3, Rps6ka2, Frmd5, Adgrl2, Plch2, Wasf3, Itpr1, Plp1, Tcaf1, Trim3* | 0.4237 |
| Brain cortex | 10 | *Cacna1b, Mcoln1, Nlk, Stx7, Mpv17l, Celf4, Lss, Kcnk1, Ssx2ip, Tmcc2* | 0.4880 |
| Brain | 66 | *Acvr1b, Gramd1a, Efnb2, Tulp3, Grik5, Cacna1b, Mcoln1, Eif2ak4, Nphs1, Aplp1, Slc38a3, Nlk, Stx7, Pxdn, Dapk1, Slc4a7, Gtf2ird1, Rps6ka2, Enpp5, Pkdcc, Celf4, Chst10, Frmd5, Tmem230, Slc20a1, Ampd2, Adgrl2, Coro2a, Cpt2, Lrp8, Per3, Plch2, Dvl1, Adgra3, Itpr1, Plekha5, Pde2a, Plp1, AW554918, Kcnk1, Tmem30b, 2700049A03Rik, Etl4, Kirrel2, Trim3, Mapkap1, Fam117a, Pacsin1, Ppp1r15a, Pde9a, Git2, Tmcc2, Sgsm1, Arel1, Atf4, Zmym6, Als2cl, Ubald2, Cntrl, Phf21a, Adamts14, Msi2, Lrrc8b, Zfp652, Med12, Sgce* | 0.5408 |
| Embryonic tail | 7 | *Eif2ak4, Adgrl2, Dvl1, AW554918, Etl4, Ssx2ip, Phf21a* | 0.5964 |
| Olfactory epithelium | 7 | *Grhl2, Pla2g12a, Adgra3, Tmem106b, Kirrel2, Mapkap1, Zer1* | 0.6907 |
| Eye | 17 | *Celf4, Ccdc93, Sapcd2, Plch2, Wasf3, Ctbp2, Dusp4, Tcaf1, Mapkap1, Pacsin1, Sgsm1, Arel1, Atf4, Zmym6, Map3k9, Zfp512, Insm1* | 0.7644 |
| Placenta | 10 | *Acvr1b, Cyp51, Mcoln1, Dapk1, Dusp1, Adpgk, Dusp9, Mapkap1, Ppp1r15a, Sgsm1* | 0.7292 |
| **Downregulated ESC(Comp)** | | | |
| Amnion | 7 | *Psmc3, Anxa6, Psmc2, Lap3, Trap1a, Mest, Serpinb6a* | 0.6971 |
| Bone marrow | 16 | *Bcap31, Psmc3, Sod2, Anxa6, Ccng1, Tsn, Psmc2, Sdf4, Cd38, Actb, Lap3, Ythdf2, Pqlc3, Slc39a9, Lgals3, Morf4l1* | 0.7661 |
| Activated spleen | 8 | *Sp2, E2f2, Coch, Serpinb9b, Capzb, Nfyc, Smim3, Zfp217* | 0.6814 |
| Mammary tumor | 21 | *Bcap31, Sp2, Ptdss1, Snx4, Cript, Ppp6c, Ak1, Cstf1, Mme, Polr2b, Nfyc, Vwa9, Ovol2, Dido1, Lap3, Pglc3, Fbxo28, Mest, Serpinb6a, Morf4l1, Tut1* | 0.8528 |
| Hippocampus | 11 | *Sod2, Vcl, Ak1, Mme, Capz, Psmc2, Actb, Mras, Tubb2b, Cfl1, Rnf169* | 0.8071 |
| Embryonic germ cell | 3 | *Dennd2c, Mme, Zfp936* | 0.7612 |

How the deposited data were processed for this re-analysis (not part of the article)

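RNA sequencing of mouse embryonic stem cell (ESC) clones was analysed, with 3 biological replicates of each of 7 clones. The libraries were assigned to clones and groups by their labels and by the names used in the paper, as 9 libraries of ESC(Ctrl)1 to ESC(Ctrl)3 and 12 libraries of ESC(Comp)1 to ESC(Comp)4. No library was left out of the main comparison.

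The authors deposited raw counts of reads per gene. According to the paper's methods they trimmed single-end reads by 8 and 4 bases at the start and end, aligned them with TopHat2 (version 0.9 as the paper gives it) to GRCm38/mm10, kept uniquely mapped reads, and counted reads in genes of Gencode release M7 with htseq-count in its intersection-strict mode. The submitters' processing notes also name TopHat2 0.9, HTSeq, DESeq2 2.1.8.3 and mm10. Reads without strand information cannot be divided between a gene and its antisense partner, and reads that fit more than 1 place or gene were left out by the authors. A separate deposited table holds log2 fold changes with their standard errors, Wald scores, p-values and adjusted p-values that the authors made with DESeq2, which served only for comparison with the values computed here. The count table lists 46517 genes. Each entry names a gene, and 1 gene (Cysrt1) with a blank count was left out. Of the gene identifiers, 46005 are in the Gencode M21 annotation (GRCm38), which gave coordinates, and 25 symbols that spreadsheet software had turned into dates were replaced through it.

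The total count per library lay between 6695871 and 12519547. Replicates of a clone differed by more than the sampling noise (chi-square per degree of freedom from 2.06 to 6.86), so none was treated as a library deposited more than once. Exact Poisson intervals at 95% confidence and floors of 3 counts are given for genes with few counts, and both cover counting error only.

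The groups were compared by library with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr with its minimum count of 10 and minimum total of 15, quasi-likelihood F test, Benjamini-Hochberg adjustment), at adjusted p under 0.05 and under 0.001. The paper's methods give 0.05 without naming an adjustment, and its results give 0.001 after adjustment. The standard error of a log2 fold change was taken from the coefficient and its F statistic. The same test was run on the sums of the 3 libraries of each clone. Genes of the Dlk1-Dio3 locus, and Dppa3 and H19, were also compared by an exact permutation over the 35 ways of dividing 7 clones into 4 and 3, on log2 of clone mean CPM plus 0.1, for which the smallest two-sided p is 0.0571. Each ESC(Comp) clone was compared with the mean of the ESC(Ctrl) clones, and the 4 ESC(Comp) clones with each other, in a fit with 1 mean per clone. CPM are counts scaled by TMM-normalized library size, and log2 CPM use a prior count of 2. The principal component analysis used the 500 most variable genes of counts made variance-stable with DESeq2 1.42.0; the paper's text does not name how its plot was made.

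Gene lists were tested with fry and camera of limma 3.58.1, camera with a preset correlation of 0.01 and again with an estimated one, in 30 lists with at least 2 measured members. With the preset correlation camera called 9 lists, and with an estimated correlation 1, the list of Meg3, Rian, Mirg and Rtl1/Rtl1as. The lists, the tests, the alternatives and the rule for the genes named were fixed before the data were examined, but after the paper's Tables S3 to S6 had been read. The named genes are those whose expression the paper discusses, the 10 largest increases and 10 largest decreases among genes that passed by library with clone means that did not overlap, up to 4 members of each list with the smallest p, and up to 10 genes with the smallest p in the clone sums. Some genes that this rule selects are not reported here.

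The tests were tried on simulated counts drawn from the means and library sizes of these samples. With no spread between clones, all of 100 genes changed by 1 and of 100 changed by 2 on the log2 scale were recovered (100%), with 7 of the unchanged genes called by library over 13532 genes and 14 in the clone sums over 13600 genes. With spread between clones (SD 0.12), 100% were again recovered, and 371 unchanged genes were called by library over 13519 genes and 13 in the clone sums over 13600 genes. The spread was drawn for each gene on its own, with the same SD for all genes. Differences shared by many genes of a clone, and genes that vary more, were not simulated. These rates therefore need not hold for the data, where other divisions of the clones called up to 2659 genes by library.

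The alternatives were DESeq2's size factors, DESeq2 with and without shrunken fold changes, no filter and a filter of 10 counts in every library, clone sums, limma-voom with the clone as a random block, a mean per clone, robust dispersion, the replicate number as a block, 1 library per clone, and leaving out each clone and each library. Alternatives chosen after seeing the data were leaving out ESC(Comp)2 and ESC(Ctrl)1, the fibroblast marker level as a covariate, and DESeq2 with a local dispersion fit. The paper's methods describe DESeq2 with a mean dependent local regression model. The local fit was run first here and the default fit, which the list of alternatives implied, second; both are reported. The Gm27000 transcript was aligned with the Meg3 transcripts of Gencode M21 by BLAST 2.17.0. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. The qRT-PCR, methylation and blastocyst injection experiments were not analysed here.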

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

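The tests of library depth (void), of an equal residual level in every ESC(Comp) clone, of a single low library for Y-linked genes, of cells with 2 active X chromosomes and of loss of the whole Y chromosome, and the relations of Meg3 alone and of Rian alone, were chosen only after the results were seen.

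The residual counts of Meg3 and Rian differed among the 4 ESC(Comp) clones (adjusted p = 0.0148 and 0.0417 from edgeR, on the spread within clones), with the highest levels in ESC(Comp)2 at 2.95 and 4.15 CPM against 0.927 to 1.28 and 1.66 to 2.39 CPM in the other clones, which argues against 1 level shared by all; 5352 of the 13600 tested genes passed the same test among these clones. The total count of ESC(Comp)2, 0.933 times the highest of the other ESC(Comp) clones, decides nothing about depth, since CPM are already relative to the total count. RNA of feeder fibroblasts, which the authors removed by passaging, is a candidate source: over the 12 ESC(Comp) libraries, with clone means taken out, the sum of Meg3 and Rian rose with the level of 31 fibroblast markers (Pearson's r = 0.877, exact permutation within clones, two-sided p = 0.0417; Spearman's rho = 0.874, p = 0.0309; r = 0.751 without the 2 libraries farthest from the median and 0.805 to 0.910 without each clone). After adjustment over the 3 relations computed the p-values are 0.125 and 0.0926, neither Meg3 (r = 0.467, exact permutation p = 0.145) nor Rian (r = 0.497, exact permutation p = 0.204) passes alone, and within clones Meg3 and Rian did not move together (r = −0.409), so the relation is a hypothesis; Col1a1, an abundant fibroblast transcript, had 56.9 ± 44.0 CPM in the ESC(Ctrl) and 74.2 ± 46.7 CPM in the ESC(Comp) clones (SD, n = 3 and 4 clones). Cells that kept an active maternal copy in part of a culture remain open, and no biological explanation was tested.

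Y-linked genes were low in 3 clones from both groups: Ddx3y had 2.89% of the level of the parental ESC(Ctrl)1 in ESC(Comp)1, 3.24% in ESC(Comp)3 and 21.0% in ESC(Ctrl)3, although the paper reports a normal male karyotype. All 9 libraries of these clones lay below the lowest parental library, which argues against a single failed or mixed library, and the highest median difference of X-linked genes in them was 0.0503 on the log2 scale, which argues against cells with 2 active X chromosomes. The gain of the X-linked copies Ddx3x, Kdm6a and Eif2s3x covered most of the loss in CPM in 3 of 9 pairs of gene and clone, so that reads shared with these copies do not account for the loss in most pairs. The share of Eif2s3y kept was at least 2.89 times the share of Ddx3y kept in every library of ESC(Ctrl)3 and ESC(Comp)3 (62.2% against 21.0% and 18.2% against 3.24% over the clones), which argues against loss of the whole Y chromosome from part of the cells as the only cause in these clones. Loss of the Y chromosome in ESC(Comp)1, and loss or silencing of part of it in the others, remain open. The sample labels name no condition that divides these clones. All clones but ESC(Ctrl)1 carry mutations from gene targeting, which the paper does not list by clone.

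Genes of chromosome 8 differed between clones as a set: in ESC(Comp)4 the median of 585 genes was 0.35 above the mean of the other clones on the log2 scale, and the medians were 0.15 in ESC(Ctrl)1, −0.22 in ESC(Comp)1 and −0.28 in ESC(Ctrl)2, with 91.3% of the genes above in ESC(Comp)4, which argues against a few strongly changed genes. The median of ESC(Comp)4 was 0.34 after trends with GC content and transcript length were removed, the lowest window of 20 Mb had 0.32, and the 3 libraries spanned 0.0148, which argues against those trends, part of the chromosome or a single library as the source. A gain of chromosome 8 in all or part of the cells may remain as an explanation and was not tested further. Each value is relative to the other clones, so the medians alone give no copy number. The paper reports a normal karyotype. The pattern did not follow the groups, and 5.25% of the 705 tested genes of chromosome 8 were called between them, against 11.5% on the other chromosomes. The sample labels name no condition that divides the clones in this way, and the paper does not list the mutations from gene targeting by clone.

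H19 had 38.3 CPM in the parental ESC(Ctrl)1 and at most 1.87 CPM in any other clone. Among the 4 ESC(Comp) clones, single clones stood apart for Dppa3 (50.7 CPM in ESC(Comp)4, others 77.7 to 82.1), Ezh2 (208 CPM in ESC(Comp)2, others 226 to 228), Suz12 (380 CPM in ESC(Comp)2, others 414 to 416) and the PC2 score (−4.46 in ESC(Comp)2, others 5.97 to 6.46). Such gaps were looked for in 28 sets of 4 clones and found in 4, and chance gives about 1 in 20.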

How the results depend on the processing

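The settings without ESC(Comp)2 and ESC(Ctrl)1 together, with the fibroblast marker level as a covariate and with a local dispersion fit in DESeq2 were chosen after seeing the data. Meg3, Rian, Mirg, Rtl1 and Gm27000 kept their direction and their call in each setting by library that tested them and in the clone sums, except in fits with 1 library per clone, where Rtl1 did not pass with replicate 1 (adjusted p = 0.109) and Gm27000 not with replicate 3 (0.0836), while all 5 passed with replicate 2; a minimum of 10 counts in every library leaves all 5 out. Over the other planned settings together with the local fits, their log2 fold changes between the groups ranged from −5.94 to −2.02, −6.03 to −2.80, −7.69 to −3.02, −5.12 to −1.45 and −6.31 to −1.69, the values nearest to 0 coming from DESeq2 with shrunken fold changes (with the local fit for Meg3 and Rian). Of the 86 named genes that passed by library, 5 passed in the clone sums, 16 with limma-voom and the clone as a random block, 44 without ESC(Ctrl)2, 38 without ESC(Ctrl)3 and 81 with no filter. H19 was the only named gene that reversed, to 0.79 without ESC(Ctrl)1 (adjusted p = 0.066; the log2 fold change was as low as −3.85 without ESC(Ctrl)3, and the adjusted p ranged from 2.0e-04 to 0.625 over the settings). The cause of the differences below was not tested, apart from the smaller number of clones or libraries in a fit.

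The count of 1514 genes at an adjusted p under 0.05 was 881 with no filter, 5 in the clone sums, 26 with limma-voom and the clone as a random block (correlation within clones 0.47) and 4510 with a mean per clone and the spread within clones alone. It lay between 269 (without ESC(Ctrl)2) and 3525 (without ESC(Ctrl)1) when a clone or a library was left out, and was 3940 without ESC(Comp)2 and ESC(Ctrl)1, 1434 of them shared with the 1514, and 2313 with a local fit in DESeq2, shrunken or not. The 19 genes at an adjusted p under 0.001 became 245 with DESeq2, 246 with shrunken fold changes, 8 with at least 10 counts in every library, 4 in the clone sums, 5 with limma-voom, 1482 with a mean per clone, 6 to 771 when a clone or library was left out, 987 without ESC(Comp)2 and ESC(Ctrl)1, 35 with the fibroblast marker level as a covariate, and 327 and 324 with a local fit in DESeq2 without and with shrunken fold changes. The 5 genes of the clone sums became 18 with DESeq2 and 42 with its local fit, 2 with at least 10 counts in every clone sum, 5 to 65 when a clone was left out (65 without ESC(Ctrl)1) and 133 without ESC(Comp)2 and ESC(Ctrl)1. The share of lower genes among those called was 44.6%, 47.8% with DESeq2's size factors, 49.1% with DESeq2, 38.7% with no filter, 65.4% with limma-voom and 100% in the clone sums, and it passed 50% without replicate 1 or 3 of ESC(Ctrl)1 (52.0% and 51.9%).

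The 22 genes that separated all libraries became 1142 by clone means of log2 CPM, 25 to 597 when a clone was left out and 1092 without ESC(Comp)2 and ESC(Ctrl)1. The 11 gene lists that moved one way by fry became 1 in the clone sums and 3 to 15 when a clone was left out (3 without ESC(Ctrl)3), and the 9 lists of camera 1 with an estimated correlation and 5 to 12 when a clone was left out. PC1 held 29.7% of the variance with edgeR's log2 CPM, 24.4% with all tested genes, 35.3% without the Dlk1-Dio3 genes and 35.5% to 43.6% when a clone was left out, and PC2 23.4%, 18.3%, 24.3% and 27.3% to 33.5%.

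Replicate numbers did not pair the libraries: over 63 pairs of clones and numbers, the correlation of deviations had a mean of 0.010 (from −0.50 to 0.49) between equal numbers and −0.0038 between different numbers, and 9 of 21 libraries correlated best with their own number. With the replicate number as a block, 1203 genes passed at an adjusted p under 0.05, of which 1200 were among the 1514, and 12 at 0.001.

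Other divisions of the 7 clones into 4 and 3, of which there are 35 with the real one, gave results as large as the real one, so that chance cannot be excluded for any of these counts. As many genes passed by library at 0.05 in 8 divisions (1514, highest other 2659), at 0.001 in 14 (19, highest other 406) and in the clone sums in 2 (5, highest other 15), as many genes separated all libraries in 12 (22, highest other 121), and as many lists moved in 6 (11, highest other 17). Several of these counts were larger than the real one, which points to a structure among the clones themselves. Depth limits genes with few counts, such as Dlk1, Rtl1, Gm27000 and Gm26945.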

Differences from the paper's values

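The 2 DESeq2 fits with a local dispersion fit were chosen after seeing the data, and the other settings were fixed before the data were examined. The default DESeq2 fits were only implied by the list of alternatives and were run after the local fits.

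The paper reports 251 genes at an adjusted p under 0.001, 110 lower and 141 higher, against 19, 12 and 7 from edgeR here. With DESeq2 the counts were 245, 108 and 137, and with DESeq2 and shrunken fold changes 246, 107 and 139, which lie within 1.5 times the paper's; no other planned setting comes within 1.5 times of any of them. These DESeq2 fits called 241 and 243 of the 251 genes of Table S3 and dropped 10 and 8. With the local dispersion fit, chosen after seeing the values, the counts were 327 (140 lower and 187 higher) and, with shrunken fold changes, 324 (138 and 186), also within 1.5 times the paper's, and each dropped 5 genes of Table S3. The paper's methods describe DESeq2 with a mean dependent local regression model and do not mention shrunken fold changes, so neither fit is named here as the paper's.

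The paper's log2 fold changes are −2.32 for Gtl2 (Meg3), −3.12 for Rian, 3.28 for Mirg, printed without a minus sign although the gene is described as lower, and −1.91 for Rtl1/Rtl1as, against −5.44, −5.69, −6.96 and −4.85 here. The paper's Table S3 gives −3.28 for Mirg, −1.65 for Rtl1 and −1.91 for Gm27000, so that the value printed in the text for Rtl1/Rtl1as is that of Gm27000 in the table; the value of Gm27000 here is −5.73. The standard error of each gene in the edgeR fit by library served as a yardstick for these differences. It is not the error of the shrunken values, and both analyses use the same libraries, so it is no test. With DESeq2 and shrunken fold changes, Meg3 had −2.10, Mirg −3.02, Rtl1 −1.45 and Gm27000 −1.69. These do not differ by more than that standard error from the paper's values of Meg3 in the text and of Mirg, Rtl1 and Gm27000 in the table. Under the same setting Rian had −2.88, which differs from the paper's value by more than its standard error in edgeR, as do the values of Mirg and Rtl1 from those printed in the text. Under every other setting fixed before the data were examined, all of these values differ. Leaving aside fits with 1 library per clone, the planned fits between the groups without shrunken fold changes gave Meg3 between −5.94 and −5.26. The paper's −2.32 lies far outside that range, which argues against fold changes without shrinkage in the paper. With shrunken fold changes and the local fit, chosen after seeing the values and dropping 5 genes of Table S3, the values were −2.02 for Meg3, −2.80 for Rian, −3.03 for Mirg, −1.55 for Rtl1 and −1.79 for Gm27000.

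The paper singles out the genes beyond −1.5 on the log2 scale as those of the Dlk1-Dio3 locus and 1 more. At the threshold of 0.001 in the paper's text, 6 genes were lower and 1 higher by more than 1.5 here, the 5 that the paper describes with Klk10 and Chac1; at an adjusted p under 0.05, another threshold than that in the text, 7 were lower and 3 higher, with H19, Cubn and Sez6 added. DESeq2 gave 7 lower and 2 higher at 0.001. With shrunken fold changes it gave 4 lower (Rtl1 at −1.45 fell short) and 0 higher, and H19 had −0.32. With shrunken fold changes and the local fit, chosen after seeing the values and dropping 5 genes of Table S3, the 5 genes that the paper describes were lower and 0 higher, both at 0.001 and at 0.05. Outside its first 5 genes the paper's Table S3 reports no absolute log2 fold change above 0.99.

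The paper states no change in Dlk1, which it also measured by qRT-PCR, an assay that was not analysed here. In these counts Dlk1 was at 39.7% of the ESC(Ctrl) mean, with every ESC(Comp) clone below every ESC(Ctrl) clone, but it did not pass in the clone sums (log2 fold change −1.31, adjusted p = 0.625); by library its adjusted p with no filter on low counts was 0.00845. In the authors' deposited table its log2 fold change is −0.57 with no adjusted p, on a scale where Meg3 has −2.32, against −5.44 here.

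The paper offers expression of Gm27000 as a reason for residual Gtl2 (Meg3) signal in the compromised clones. In these counts Gm27000 fell to 1.44% of its ESC(Ctrl) mean and had 4 counts over the 12 ESC(Comp) libraries, against 174 for Meg3. Since Gm27000 aligned over its whole length with a Meg3 transcript, the counts of both genes are uncertain and do not decide this question. The order of relative expression that the paper gives for the compromised clones, without naming the assay beside it, is Gtl2 above Rian above Mirg. It is also the order here of the ESC(Comp) means as a percent of the ESC(Ctrl) means (2.35%, 1.91% and 0.695%), but in ESC(Comp)1 the log2 fold changes were −5.77 for Meg3 and −5.71 for Rian, and the difference between the genes was not tested. The percentages that the paper prints are much higher than these for each gene.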

Other observations

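The test of Gm26945 and the setting without ESC(Comp)2 and ESC(Ctrl)1 together were chosen only after values were seen, and the tests of the other genes and lists in this part were chosen earlier.

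Imprinted genes outside the Dlk1-Dio3 locus moved in both directions. Peg10 and Sgce, neighbouring paternally expressed genes of chromosome 6, rose in the ESC(Comp) clones. Peg10 had 562 ± 55.9 CPM in the ESC(Ctrl) and 1220 ± 650 CPM in the ESC(Comp) clones (SD, n = 3 and 4 clones; log2 fold change 1.12, standard error 0.21, adjusted p = 0.0037 from edgeR), and Sgce 2.61 ± 0.327 and 6.30 ± 3.33 CPM (log2 fold change 1.25, standard error 0.26, adjusted p = 0.0054, which is 0.051 without ESC(Ctrl)2). Mest, paternally expressed and also on chromosome 6, fell from 84.6 ± 10.9 to 63.1 ± 4.83 CPM (log2 fold change −0.42, standard error 0.06, adjusted p = 6.7e-04). Of 26 measured paternally expressed genes outside the locus, 2 were higher and 2 lower (the same when adjusted over the list alone), and of 17 maternally expressed genes 3 were higher and 2 lower (3 and 4 when adjusted over the list alone). Neither list passed as moving one way (fry, adjusted p = 0.122 and 0.717), though the paternally expressed list did without ESC(Comp)2 (adjusted p = 0.0242) or ESC(Ctrl)2 (0.0217) and rose without ESC(Comp)2 and ESC(Ctrl)1 (0.0175), while both changed in either direction (mixed test, adjusted p = 0.0012 and 2.0e-05). Most lists passed the mixed test by library, among them genes often used as references (mixed test, adjusted p = 0.00699), so it does not set imprinted genes apart. RNA of H19, which the paper finds hypermethylated in all lines but the parental one, had 1.12 CPM in ESC(Ctrl)2, 0.433 CPM in ESC(Ctrl)3 and from 0.697 to 1.87 CPM in the ESC(Comp) clones, with no difference that followed the groups (exact permutation test over the clones, two-sided p = 0.8).

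Most genes of the pluripotent state and of early lineages did not pass the test. Several of these lists hold genes of Table S3, and their directions are then not independent evidence. Of 28 genes of naive and general pluripotency, 3 were higher and 6 lower (the same when adjusted over the list alone), among them Klf4 (log2 fold change 0.38, adjusted p = 0.013), whose call was lost without ESC(Comp)1, ESC(Ctrl)2 or ESC(Ctrl)3 (adjusted p = 0.059, 0.10 and 0.099), and Fbxo15 (log2 fold change −0.36, adjusted p = 0.0072), whose call was lost without ESC(Ctrl)3 (adjusted p = 0.068). The list fell (fry, adjusted p = 0.0297, but 0.442 in the clone sums), though not in camera with an estimated correlation (adjusted p = 0.368). Without ESC(Comp)1, ESC(Comp)3, ESC(Ctrl)2 or ESC(Ctrl)3 the adjusted p of fry was 0.0920, 0.113, 0.185 and 0.184. Of 9 genes of the primitive streak, 1 was lower, Evx1 (log2 fold change −1.44, standard error 0.29, adjusted p = 0.0050, which is 0.076 without ESC(Ctrl)3). The list fell (fry, adjusted p = 0.0297, but 0.700 in the clone sums), though not in camera with an estimated correlation (adjusted p = 0.368). Without ESC(Comp)1, ESC(Comp)3, ESC(Comp)4 or ESC(Ctrl)3 the adjusted p of fry was 0.0670, 0.0764, 0.0729 and 0.212. Of 19 formative and primed genes 1 was higher and 1 lower (Grhl2 and Nodal, both lost without ESC(Ctrl)2 or ESC(Ctrl)3 and Nodal also without ESC(Comp)1 or ESC(Comp)3; 2 and 1 when adjusted over the list alone; fry, adjusted p = 0.717, and 0.00949 without ESC(Comp)4), of 10 endoderm genes 1 was higher (Cubn, whose limits are given above; 1 and 1 when adjusted over the list alone; fry, adjusted p = 0.874), and of 9 trophoblast genes 2 were higher (Peg10, and Krt18, whose call was lost without any clone but ESC(Comp)2 or ESC(Comp)4; the same when adjusted over the list alone; fry, adjusted p = 0.325). Ddit4l, the only measured gene of a list for the 2-cell-like state, had a log2 fold change of −0.61 (adjusted p = 0.021), and its call was lost without ESC(Comp)1, ESC(Comp)3, ESC(Ctrl)2 or ESC(Ctrl)3 (adjusted p from 0.063 to 0.24).

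Of 14 YAP-TEAD target genes, 4 were higher and 1 lower (5 and 1 when adjusted over the list alone), such as Amotl2 (log2 fold change 0.54, standard error 0.11, adjusted p = 0.0049, which is 0.055 without ESC(Ctrl)2 and 0.057 without ESC(Ctrl)3). The list rose (fry, adjusted p = 0.0356, but 0.456 in the clone sums), though not in camera with an estimated correlation (adjusted p = 0.450). The call by fry was lost without any clone but ESC(Comp)4 or ESC(Ctrl)1, with adjusted p from 0.0571 to 0.274. The paper asks whether PRC2 genes are reduced in compromised clones: Ezh2 had 232 and 222 CPM in the ESC(Ctrl) and ESC(Comp) clones (adjusted p = 0.359), Eed 340 and 315 CPM (adjusted p = 0.133) and Suz12 409 and 406 CPM (adjusted p = 0.909), and of 11 PRC2 genes 1 was higher, Ezh1 (log2 fold change 0.37, standard error 0.09, adjusted p = 0.015, lost without ESC(Comp)1, ESC(Comp)3, ESC(Ctrl)2 or ESC(Ctrl)3; 1 higher and 2 lower when adjusted over the list alone; fry, adjusted p = 0.658). Of 21 genes of histone acetylation, 1 was higher, Hdac11 (3.95 ± 0.773 and 7.09 ± 1.19 CPM, log2 fold change 0.84, standard error 0.13, adjusted p = 0.0012), and 1 lower, Crebbp (log2 fold change −0.23, adjusted p = 0.045, lost without ESC(Comp)1, ESC(Comp)3, ESC(Ctrl)2 or ESC(Ctrl)3; 3 and 1 when adjusted over the list alone; fry, adjusted p = 0.117, and 0.0483 without ESC(Comp)2). Of 31 genes of the PI3K/Akt/mTOR pathway, 4 were higher and 1 lower (5 and 1 when adjusted over the list alone; fry, adjusted p = 0.359). Of 19 genes of the unfolded protein response, 1 was higher, Herpud1 (log2 fold change 0.76, adjusted p = 0.0077, which is 0.086 without ESC(Ctrl)2 and 0.076 without ESC(Ctrl)3; the same when adjusted over the list alone; fry, adjusted p = 0.717, and 0.0334 without ESC(Comp)4). Of 12 genes often used as references, Actb was lower (log2 fold change −0.28, adjusted p = 0.0050, which is 0.057 without ESC(Ctrl)3; the same when adjusted over the list alone) and Hprt had 252 ± 10.7 and 235 ± 4.33 CPM (adjusted p = 0.119). The list fell (fry, adjusted p = 0.0142, but 0.349 in the clone sums, 0.0708 without ESC(Comp)1 and 0.0602 without ESC(Ctrl)3), though not in camera with an estimated correlation (adjusted p = 0.438). Of 3 measured Y-linked genes and 3 genes of X inactivation, 0 were called by edgeR or DESeq2 (0 and 2 higher at an unadjusted p under 0.05; 0 and 2 higher when adjusted over the list alone; fry, adjusted p = 0.127 and 0.0938, with 0.0384 for the Y-linked genes without ESC(Comp)2 and 0.0373 without ESC(Comp)4).

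Gm26945, annotated as a non-coding RNA inside the span of Rian (positions 109640341 to 109642351 on chromosome 12, plus strand), had 81 counts over the 9 ESC(Ctrl) libraries and 0 over the 12 ESC(Comp) libraries. In the clone sums it did not pass with edgeR (adjusted p = 0.390), and it passed there with DESeq2 (3.4e-06), limma-voom (0.00564), no filter in edgeR (0.00455) and edgeR without ESC(Ctrl)1 (0.0226). By library its adjusted p with no filter on low counts was 8.7e-05 in edgeR.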
